# Century-old chromatin architecture revealed in formalin-fixed vertebrates

**DOI:** 10.1038/s41467-024-50668-4

**Published:** 2024-07-29

**Authors:** Erin E. Hahn, Jiri Stiller, Marina R. Alexander, Alicia Grealy, Jennifer M. Taylor, Nicola Jackson, Celine H. Frere, Clare E. Holleley

**Keywords:** Chromatin structure, Evolutionary genetics, Chromatin analysis, Epigenomics

## Abstract

Gene expression is regulated by changes in chromatin architecture intrinsic to cellular differentiation and as an active response to environmental stimuli. Chromatin dynamics are a major driver of phenotypic diversity, regulation of development, and manifestation of disease. Remarkably, we know little about the evolutionary dynamics of chromatin reorganisation through time, data essential to characterise the impact of environmental stress during the ongoing biodiversity extinction crisis (20^th^–21^st^ century). Linking the disparate fields of chromatin biology and museum science through their common use of the preservative formaldehyde (a constituent of formalin), we have generated historical chromatin profiles in museum specimens up to 117 years old. Historical chromatin profiles are reproducible, tissue-specific, sex-specific, and environmental condition-dependent in vertebrate specimens. Additionally, we show that over-fixation modulates differential chromatin accessibility to enable semi-quantitative estimates of relative gene expression in vertebrates and a yeast model. Our approach transforms formalin-fixed biological collections into an accurate, comprehensive, and global record of environmental impact on gene expression and phenotype.

## Abstract (web summary)

Formaldehyde-preserved museum specimens have produced genetic data. Here, the authors generate chromatin profiles from museum specimens 117 years old and experimentally demonstrate chromatin profile presence in formalin-fixed mouse and yeast models.

## Introduction

Chromatin, the cell’s intricate web of DNA wrapped around proteins, orchestrates gene expression, shaping cellular identity and dynamically responding to ever-changing signals. Chromatin compaction, or architecture, exists on a spectrum from tightly packed (typically transcriptionally silent) heterochromatic regions to the more open and accessible (typically transcriptionally active) euchromatic regions. Chromatin architecture therefore provides clues as to which genes are being expressed at a given time or coincident with a given set of environmental conditions^1,2^. Characterising chromatin architecture changes throughout an organism’s life can reveal functional regulatory mechanisms involved in development^3^, aging^4^, disease^5^ and plastic response to environmental stressors such as changing climates. Reconstruction of palaeolithic epigenomes has provided temporal insight into gene regulation on deep evolutionary time scales^6–8^. However, changes in chromatin architecture in response to relatively rapid environmental changes occurring over the course of the last two centuries is limited by a mismatch between current molecular capability (e.g., ref. ^9^) and the state of preservation of historical specimens^10^.

The field of chromatin biology was born in the mid-20^th^ century, with methods relying upon the chemical fixative formaldehyde to preferentially cross-link histone-associated DNA and then characterise the chromatin landscape. Formaldehyde is still essential in modern techniques such as Micrococcal Nuclease (MNase) treatment^11,12^, Formaldehyde Assisted Isolation of Regulatory Elements (FAIRE)^13^, Chromatin Immunoprecipitation (ChIP)^14^, and High-throughput Chromosome Conformation Capture (Hi-C)^15^. In parallel, from the early 1900s, the use of a formaldehyde-based media called formalin (3.7% formaldehyde), came into common use in histopathology, anatomy, and embalming human remains. Formalin media was also used extensively by early naturalists to preserve voucher specimens, facilitate detailed anatomical descriptions, and document biodiversity. Thus, many of the earliest collected vertebrate specimens (including taxonomic “type” specimens) have been exposed to formaldehyde. Formaldehyde preservation is most common amongst taxa that do not have alternative means of preservation (e.g., fish, amphibians, reptiles) but is also applied regularly to all biota.

Although formaldehyde is commonly used to gather insight on chromatin conformation and DNA is regularly recovered from formalin-fixed, paraffin-embedded (FFPE) tissue blocks^16,17^, a common dogma has persisted among molecular biologists and museum curators that formaldehyde prohibits molecular work in museum specimens. Recently, this preconception has begun to shift, thanks to studies demonstrating the successful recovery of historical DNA from formaldehyde-fixed museum specimens^18–23^. Still, translating chromatin assays for use in museum specimens requires overcoming additional challenges.

Museum preservation practices present several obstacles for chromatin biology applications: (1) variation in post-mortem decomposition prior to fixation results in variable biomolecular degradation among specimens; (2) fixation of whole specimens may result in uneven fixation across tissues, and; (3) exposure of museum specimens to higher concentrations of formaldehyde (3.7% versus 1%) for longer periods of time (days versus minutes) with some specimens remaining exposed to formaldehyde indefinitely, results in heavier fixation compared with histological specimens. Additional challenges exist because fixation conditions for museum specimens are rarely (if ever) recorded in specimen metadata (e.g., fixation time/volume per gram), resulting in specimens having unknown preservation states. For this reason, previous studies reporting successful DNA extraction from formalin-preserved museum specimens have either relied on incomplete metadata or simply assumed that wet collection items of a certain age used formalin. By assessing specimen quality directly through visual inspection of the tissue and measurement of media pH and formaldehyde concentration, we have previously shown that formalin-preserved specimens can be identified and vetted for sequencing suitability^18,24^. Thus, a robust and customised approach is required to characterise historical chromatin architecture in the unique context of extreme fixation and DNA degradation in museum specimens.

In this work, we utilise the common application of formaldehyde fixation in both modern chromatin biology and museum science to generate historical chromatin profiles, thus, unlocking a century’s worth of gene regulation data. We adapt two formaldehyde-based chromatin accessibility assays, FAIRE-Seq and MNase-Seq. Specifically, FAIRE-Seq enriches for open chromatin (i.e., euchromatin) by using phenol/chloroform extraction to remove formaldehyde-crosslinked nucleosome-associated DNA (i.e., heterochromatin), whereas MNase-Seq enriches for nucleosome-bound DNA through enzymatic digestion of euchromatin. We test the hypothesis that chromatin architecture is preserved in formaldehyde-exposed historical specimens, observable as sequence-read depth variation associated with chromatin accessibility. Preliminary reports hinted at this potential, due to read-periodicity patterns observed in shotgun whole genome sequencing data from formaldehyde-preserved museum specimens^18^ that resembled the signature of nucleosome positioning observed in ancient (>4000 years) DNA^7^. When optimised, archival FAIRE and MNase assays could offer species-agnostic antibody-free characterisation of chromatin accessibility across eukaryotes.

## Results

### Understanding heavy fixation in a yeast model

We conducted initial optimisation using a fixation time series in a well-characterised experimental yeast system (*Saccharomyces cerevisiae*). This series established the molecular consequences of over-fixation on visualising chromatin accessibility. We cultured yeast under optimal and heat shock conditions, measured expression differences from fresh cells via RNA-Seq and sequenced DNA recovered from cells fixed with 1% formaldehyde for 15 min, 1, 6 and 24 h processed with established FAIRE^25^ and MNase^26^ workflows. Then, we called accessibility signals as occupancy values in DANPOS3^27^ and tested for significant peak width changes (FDR < 0.05) between assay and input control. We observed an assay-specific progressive shift in the abundance and morphology of occupancy signal using both FAIRE and MNase methods (Fig. 1A, Supplementary Fig. 1A). Fixation-induced changes in occupancy morphology were most evident in the MNase assay, which also had a higher reproducibility across three technical replicates (genes shared between replicates: MNase = 77–83%; FAIRE = 7–21%; Fig. 1B, Supplementary Fig. 1B). This difference in assay sensitivity and reproducibility is consistent with modern studies that show that FAIRE consistently has a low signal-to-noise ratio compared to other assays^25,28^. Interestingly, fixation time had no significant impact on the proportion of genes shared between replicates in either assay, indicating that fixation alters but does not destroy occupancy signals (Supplementary Fig. 1C).

**Fig. 1:**
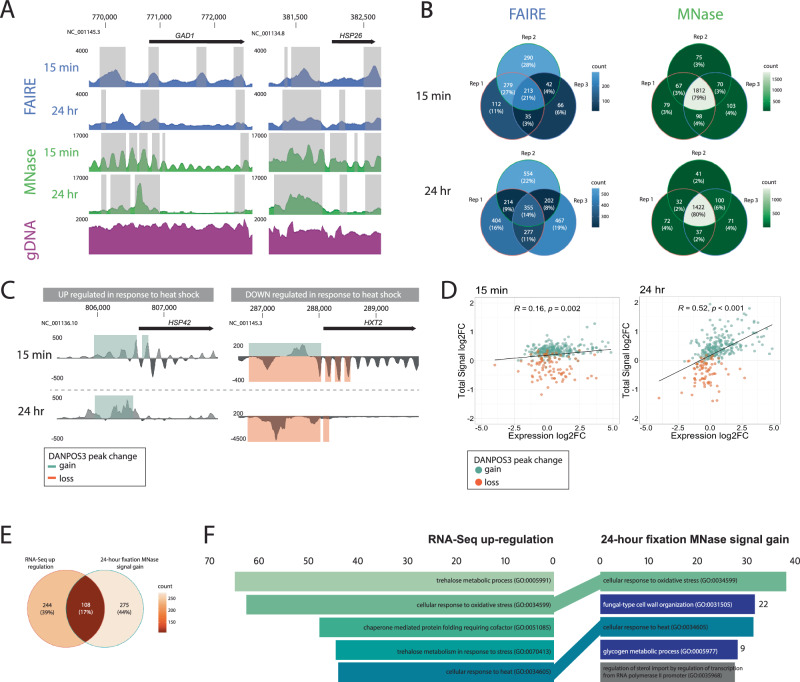
Heavy formaldehyde fixation modulates but does not eliminate chromatin architecture evidence in experimental yeast cultures. **A** Pooled occupancy values (FAIRE: blue, MNase: green) compared to gDNA extraction control (purple) with 15 min or 24 h fixation of heat-shocked *Saccharomyces cerevisiae*. Shading indicates regions with significant peak width shifts (FDR < 0.05). Upstream of highly upregulated *GAD1* and *HSP26* genes (log2FC = 3.8 and 9.02), changes in occupancy signal morphology are observed (y-axis) relative to the genomic position (x-axis). The 5’ FAIRE peak broadens, while the distinct 5’ MNase nucleosome array transforms into a single peak. **B** Venn diagrams demonstrate the repeatability of FAIRE (blue) and MNase (green) treatment among technical replicates. Numbers/proportions represent genes with significant peak gain (FDR < 0.05, log10Pval < −6) within 2 kb upstream of the transcription start site (TSS). **C** Differential DANPOS3 occupancy values were calculated by comparing pooled heat-shocked and optimal growth replicates treated with MNase. Statistical significance was assessed using a two-sided *t*-test, and the FDR was controlled using the Benjamini–Hochberg procedure to adjust for multiple comparisons. Signal changes are shown for a highly upregulated gene (*HSP42*, log2FC = 4.86) and a highly downregulated gene (*HXT2*, log2FC = −2.21) as measured by RNA-Seq in fresh cultures. Shading indicates regions of significant (FDR < 0.05, log10Pval < −6) peak gains (green) or losses (orange). **D** Total signal log2FC for genes with significant (FDR < 0.05) total peak signal change between pooled replicate heat shock and optimal growth conditions in the 2 kb region upstream of the TSS is plotted against expression log2FC. Genes shared between the 15-min and 24-h time points are shown (green = signal gain; orange = signal loss). Linear regression lines are fitted with correlation coefficients (R) and *p*-values. **E** Venn diagram illustrating the overlap between genes identified as upregulated via RNA-Seq and with MNase peak gains in yeast fixed for 24 h. **F** Gene Ontology (GO) Biological Process enrichment: Genes with significant peak gain across pooled replicates (FDR < 0.05, log10Pval < −6) within 2 kb upstream of the TSS in MNase-treated yeast fixed for 24 h (*N* = 383) compared to significantly upregulated genes (*N* = 352) measured by RNA-Seq. GO term enrichment was calculated using Enrichr, with statistical significance assessed using a Fisher exact test. The FDR was controlled using the Benjamini–Hochberg procedure for multiple comparisons. The length of coloured bars corresponds to the Enrichr combined score [log(*p*-value) * *z*-score]. MNase GO terms are coloured shades of green, dark blue or grey if they are found in the top 5, top 25 or not within the RNA-Seq GO terms. Source data are provided as a Source Data file.

Genome-wide chromatin accessibility profiles were informative about the regulatory response of yeast to heat shock under all fixation conditions but were most definitive at the two extremes (15 min versus 24 h fixation). Using MNase, chromatin occupancy shifts successfully identified the directionality of expression changes in response to heat shock (established by RNA-seq) (Fig. 1C). Of the 383 genes with MNase signal gain after 24-h fixation, 108 were also identified as upregulated by RNA-Seq, which is significantly higher than the mean number of genes shared between two random gene sets across 1000 permutations (Fig. 1E; mean = 19.989, standard deviation = 4.37, adjusted *p*-value = 6.061912^−87^). GO term enrichment analysis with EnrichR^29,30^ identified terms associated with heat stress, with two of the top five GO terms identified in heavily fixed chromatin being shared with terms identified via RNA-Seq (Fig. 1F). Additionally, under maximal fixation conditions (24 h), the MNase assay displayed a significant positive correlation between the magnitude of occupancy shifts and the magnitude of transcriptional activity (*R* = 0.52, *p* < 0.001; Fig. 1D, Supplementary Fig. 2). Thus, over-fixation of chromatin may provide semi-quantitative information about gene expression, an advance over-and-above the existing utility of modern non-quantitative assays.

### Assay adaptation to museum specimens

Having established that the chromatin accessibility state is recoverable despite excessively long fixation conditions in yeast, we then adapted both assays for use in heavily fixed archival vertebrate tissues based on established protocols for fresh vertebrate tissues^25,31^. Significant optimisation was required to dissociate fixed multicellular tissue, improve the recovery of highly degraded and heavily crosslinked chromatin, and thus enhance the modulated archival chromatin architecture signal (Fig. 2). 

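Gene expression was measured by RNA-Seq in liver of 6 house mice (Mus musculus), 3 of them inbred C57BL/6 laboratory mice and 3 outbred mice trapped in the wild. All 3 laboratory mice and wild mouse 1 were male, and wild mice 2 and 3 were female, so sex differed partly along with origin. The laboratory mice were prepared 4.8 years and the wild mice 2.3 years before the fixed tissue was sampled, so time of preparation followed origin fully. RNA was extracted from frozen liver that had not been fixed in formalin. Stranded mRNA libraries were sequenced as single reads of 100 bases. The authors aligned the reads to a masked mouse genome with kalign and calculated FPKM (fragments mapped to a gene, scaled to transcript length and library size) with the Tuxedo pipeline. The positions in the files fit the annotation of GRCm38. They then turned the FPKM of each mouse into zFPKM, the log2 FPKM less the mode of that mouse's own distribution, divided by an SD fitted to the same distribution. In the deposited values the mode lay between 0.491 in laboratory mouse 1 and 2.51 in wild mouse 1, and the SD between 2.51 in laboratory mouse 3 and 3.12 in wild mouse 2. The files hold no read counts, so the absolute depth of the libraries is unknown. Among genes with about 1 read in laboratory mouse 2, the FPKM that 1 read is worth gave a relative depth, taking laboratory mouse 2 as the reference, of 1.00 in laboratory mouse 1 and 0.922 in laboratory mouse 3. In the wild mice the relative depth was 1.14, 1.36 and 1.18. For 5 of the mice, 52188 entries were listed, with some gene names repeated at alternate loci, and 49995 entries without repeated names were listed for laboratory mouse 1. Of 47256 gene names listed once for every mouse, 13 had a marked failed estimate in at least one mouse, most of them among the most abundant liver and mitochondrial transcripts, and were left out. This count covers 5 mice, since failed estimates are not marked for laboratory mouse 1 and any there stay among the remaining 47243 gene names, which were used. In laboratory mouse 1, 4 genes are listed at 0 that have a zFPKM above 0 in the other 5 mice. A failed estimate is written as an FPKM of 0, so a gene at 0 is described here only as listed at 0. The sex of the animals was checked against Xist and 4 genes of the Y chromosome. Xist had an FPKM of 7.18 in wild mouse 2 and 40.6 in wild mouse 3 and at most 0.0506 in the males. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had an FPKM between 0.786 and 26.7 in the males and at most 0.0238 in the females.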

To robustly develop and test our archival assays under standardised conditions, we created an experimental collection of formalin-preserved inbred C57 Black 6 laboratory mice and outbred wild-trapped mice (*Mus musculus*) with specimen-matched flash-frozen liver tissue (Table 1).

**Fig. 2:**
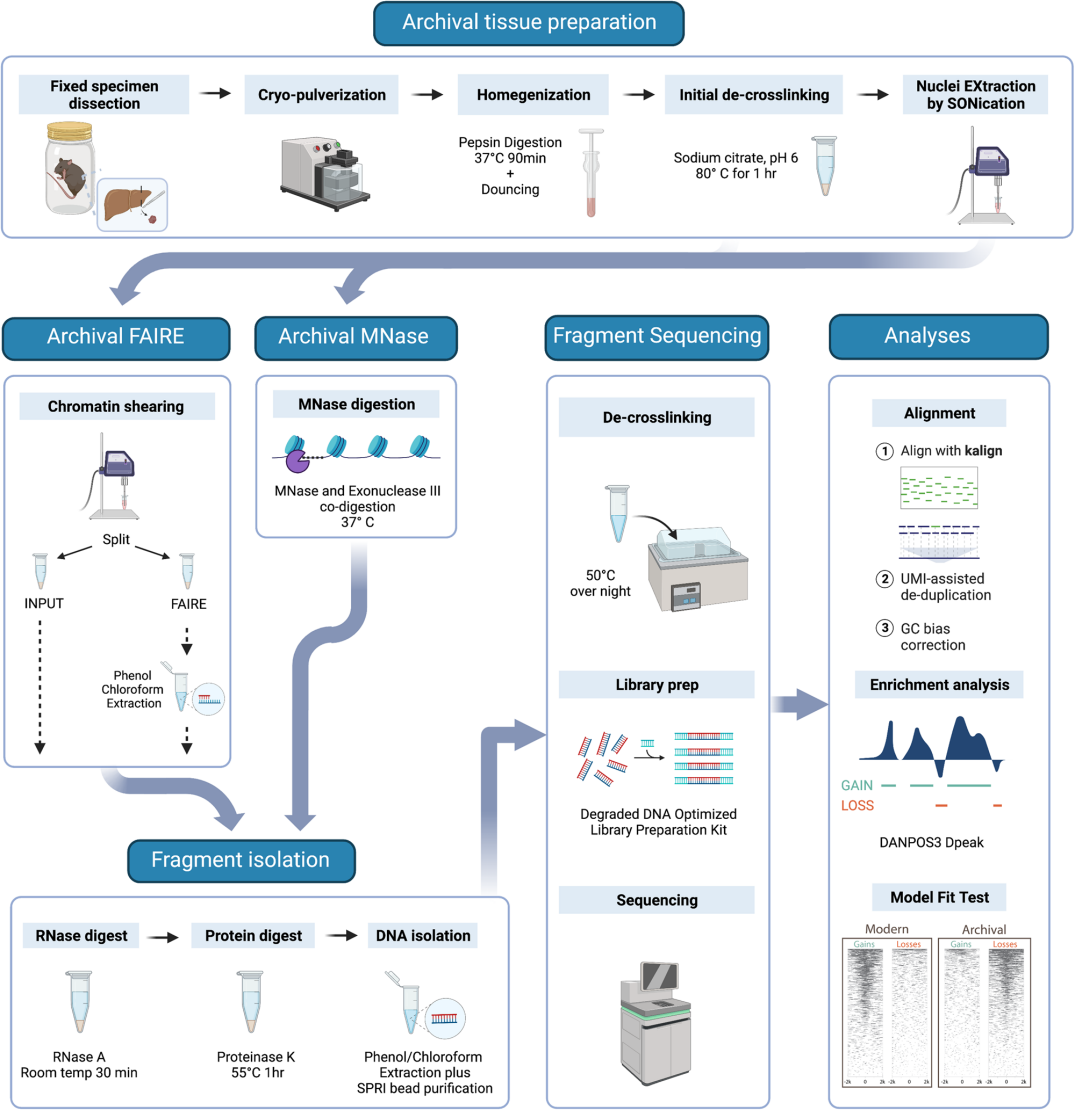
Overview of the archival chromatin assay workflow. We prepare heavily fixed archival tissue nuclei for chromatin extraction through a stepwise process. This includes cryo-pulverisation for tissue fracturing, enzymatic digestion with pepsin to improve dissociation, Dounce homogenisation for fine tissue disruption, and prolonged sonication (Nuclei Extraction by SONication). The tissue can then be processed via: Formaldehyde Assisted Isolation of Regulatory Elements (FAIRE) treatment with further sonication to shear the chromatin followed by reservation of a fraction for input control and phenol:chloroform extraction of the FAIRE fraction or Micrococcal Nuclease (MNase) treatment of the nuclei with co-digestion with MNase and Exonuclease III. Isolated chromatin then undergoes RNase and proteinase K treatment before DNA fragments are purified using phenol:chloroform extraction and SPRI bead purification optimised for small fragment recovery. Sequencing libraries are prepared using an IDT xGEN cfDNA & FFPE DNA kit for paired-end sequencing. Sequencing reads are mapped using kalign without prior trimming. Alignments are de-duplicated using unique molecular identifiers (UMIs) and undergo GC-bias correction. Enrichment analyses are performed using the DANPOS3 dpeak function. Prior to downstream analysis, confirmation of the expected peak loss versus peak gain pattern can be performed. Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

**Table 1:** Specimen details for mock-preserved mouse specimens

Sample name	ANWC Reg. no.	Genetic background	Time interval (years)	Sex	Weight (g)	Length (cm)
Lab1	M37810	C57BL6	4.8	M	23.5	9.4
Lab2	M37811	C57BL6	4.8	M	22.7	9.5
Lab3	M37816	C57BL6	4.8	M	23.6	9.7
Wild1	M37959	Wild-Murrumbateman	2.3	M	14.0	7.5
Wild2	M37971	Wild-Murrumbateman	2.3	F	19.5	8.5
Wild3	M37976	Wild-Yass	2.3	F	20.0	8.5

We processed six *Mus musculus* individuals for inclusion in a mock-preserved experimental specimen set. For each specimen, we provide the Australian National Wildlife Collection (ANWC) Registration number, the strain or collection site as the Genetic Background, the Time Interval in years between preparation and fixed-tissue sampling, and the individual’s sex, weight, and length.

By exploiting the properties of over-fixation, our MNase and FAIRE protocols successfully enriched for occupancy signal changes in regions ±2 kb of transcription start sites (TSSs, Fig. 3A, C, Supplementary Figs. 3A, B, 4 and 5) that produced occupancy profiles matching to the tissue of origin (Fig. 3E, Supplementary Fig. 3C). Notably, the MNase assay of archival mouse tissue signal showed stronger enrichment globally at TSSs compared to FAIRE (Supplementary Fig. 3A), a higher degree of repeatability between replicates (53% overlap in genes identified in all three laboratory mouse replicates compared to 31%; Supplementary Fig. 3B), and the MNase gene sets more closely resembled those from fresh tissue compared to the FAIRE assay (51% agreement compared to 38% in laboratory mice; Supplementary Fig. 3C). Here, we focus on the archival MNase assay results, however, further exploration of the relative sensitivities of the archival MNase and archival FAIRE assays may reveal additional insight into the effects of archival fixation on chromatin architecture as well as providing parallel lines of evidence to characterise historical gene regulation.

**Fig. 3:**
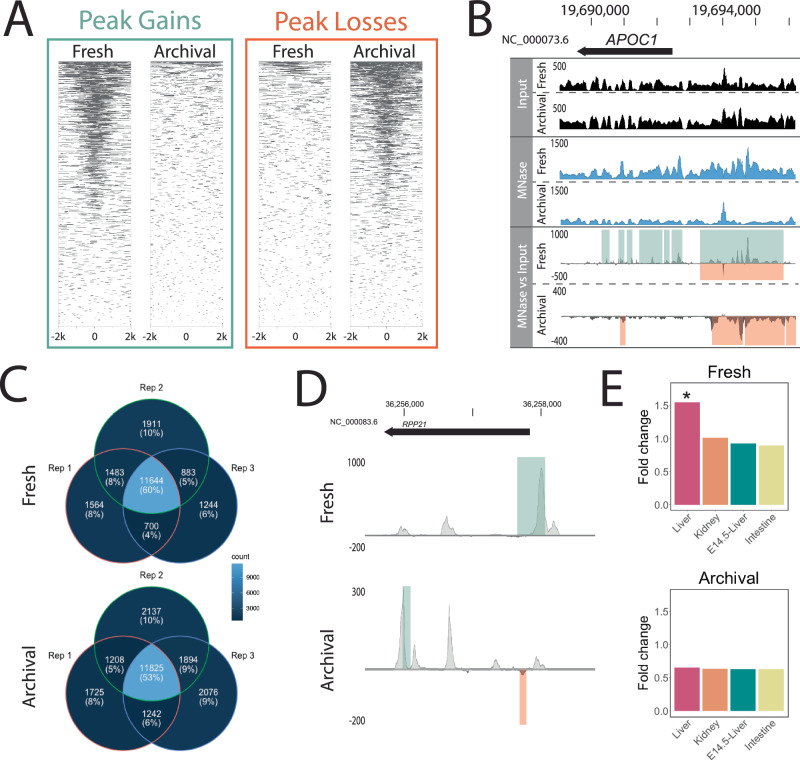
Genome-wide occupancy profiles using MNase in archival mouse specimens are the inverse of freshly collected specimens. **A** Heatmap of MNase assay significant peak gains and losses (FDR < 0.05, log10Pval < −6) in fresh and archival tissues 2 kb on either side of genome-wide transcription start sites (TSS) pooled across three individuals. **B** Pooled occupancy values as wiggle traces (DANPOS3 dpeak function) for input (black) and MNase (blue) as well as differential MNase signal over input control (grey) for fresh and archival *Mus musculus* liver tissue. Occupancy values and signal changes are shown upstream of a gene highly expressed in liver (*APOC1*, FPKM = 38,660) as measured by RNA-Seq in fresh tissue. Green and orange shading upon the differential signal panel represents significant (FDR < 0.05, log10Pval < −6) peak gains or losses across three individuals detected by DANPOS3. **C** Venn diagrams demonstrate the relative repeatability of the MNase assay applied to fresh and archival liver tissue among biological replicates in laboratory mice. Numbers/proportions represent genes with significant peak gains for fresh tissue and losses for archival tissue (FDR < 0.05, log10Pval < −6) within 2 kb upstream of the TSS. Lighter colours indicate higher shared gene count. **D** Differential pooled DANPOS3 occupancy values comparing laboratory strain to wild-caught mice in fresh and archival liver tissue treated with MNase. Signal change is shown for a gene highly upregulated in laboratory versus wild mice (*RPP21*, log2FC = 9.611) as measured by RNA-Seq analysis of fresh tissue. Green and orange bars represent significant (FDR < 0.05, log10Pval < −6) peak gains or losses detected by DANPOS3. **A**–**D** Statistical significance of peak loss or gain was assessed using a two-sided *t*-test, and the FDR was controlled using the Benjamini–Hochberg procedure to adjust for multiple comparisons. **E** Genes with pooled occupancy signal changes (Fresh = gains; Archival = losses) show highest enrichment (fold change over a set of all mouse protein-coding genes) for genes expressed in the liver in both fresh and archival mouse tissues. For each panel, shared gene lists were assembled from a pool of three laboratory and three wild mice and enrichment within Mouse ENCODE datasets was calculated with TissueEnrich. Statistical significance of enrichment was assessed using a hypergeometric test, and the FDR was controlled using the Benjamini–Hochberg procedure.* Significant (Benjamini–Hochberg adjusted *p*-value < 0.001) enrichment above background. Source Data are provided as a Source Data file.

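Apoc1, which encodes apolipoprotein C-I, lies on chromosome 7 of GRCm38 from 19689480 to 19692659. Its FPKM was 38660.5 in laboratory mouse 1, 50755.8 in laboratory mouse 2 and 41640.5 in laboratory mouse 3, a mean of 43686 ± 6302 (SD, n = 3). In the wild mice the FPKM was 17736, 26684 and 17858, a mean of 20759.5 ± 5131 (SD, n = 3). Among the genes with an estimate in the same mouse, Apoc1 ranked between 3 and 5 by FPKM in the laboratory mice and between 1 and 6 in the wild mice. The mean FPKM of the laboratory mice was 2.10 times that of the wild mice, and every laboratory mouse had a higher FPKM than every wild mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). In zFPKM the level was 4.96 ± 0.276 (SD, n = 3) in laboratory mice and 4.29 ± 0.0189 (SD, n = 3) in wild mice. The difference of 0.664 exceeded the SD of either group. Quantile normalization between the 6 mice reversed it to -0.180. On the scale of log2(FPKM + 0.1) Apoc1 was 1.09 higher in laboratory mice, while the median over 18628 tested genes was shifted by -0.47. The paper takes Apoc1 as its example of a highly expressed liver gene with depletion in archival tissue. From such genes, and from the share of genes with a signal change in each class of expression, it proposes that the magnitude of occupancy change in the archival MNase assay is a semi-quantitative proxy for expression.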

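Rpp21, which encodes a protein subunit of ribonuclease P, is listed at 4 places of the annotation. One lies on chromosome 17 of GRCm38 from 36255673 to 36257846, and the other 3 are copies of the gene on alternate sequences of the same assembly. At the chromosome 17 copy the FPKM was 11.4 in laboratory mouse 2 and 13.2 in laboratory mouse 3, and laboratory mouse 1 has no entry. In the wild mice it was 3.19, 2.73 and 2.30. The means were 12.3 ± 1.28 (SD, n = 2) in laboratory mice and 2.74 ± 0.449 (SD, n = 3) in wild mice, a difference of 2.18 in mean log2 FPKM. Both laboratory mice lay above all 3 wild mice (two-sided exact permutation test, p = 0.1, the smallest p that 2 mice against 3 allow). In zFPKM the difference was 0.921 (standard error 0.249, adjusted p = 0.00316 from limma with Benjamini-Hochberg adjustment over 18629 genes). Over the alternatives the adjusted p ranged from 0.000542 to 0.0963, and without a trend of the variance with expression it was 0.0866. Laboratory mouse 1 lists only one alternate copy. At that copy the FPKM was 4.32 ± 0.374 (SD, n = 3) in laboratory mice and 5.06 ± 0.674 (SD, n = 3) in wild mice, with overlapping values (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest possible). The zFPKM difference at this copy was 0.167 (standard error 0.221, limma adjusted p = 0.703), and on log2(FPKM + 0.1) its sign was the opposite, at -0.22. Over its alternatives the adjusted p ranged from 0.0388 to 0.952. The 3 alternate copies had the same FPKM in every mouse that lists them. The authors' counting could have split reads among these near-identical copies, so the value of each copy is uncertain. Summed over the 4 copies, the FPKM was 25.0 ± 2.64 (SD, n = 2) in laboratory mice 2 and 3 and 17.9 ± 2.27 (SD, n = 3) in wild mice.

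**Figure D1:**
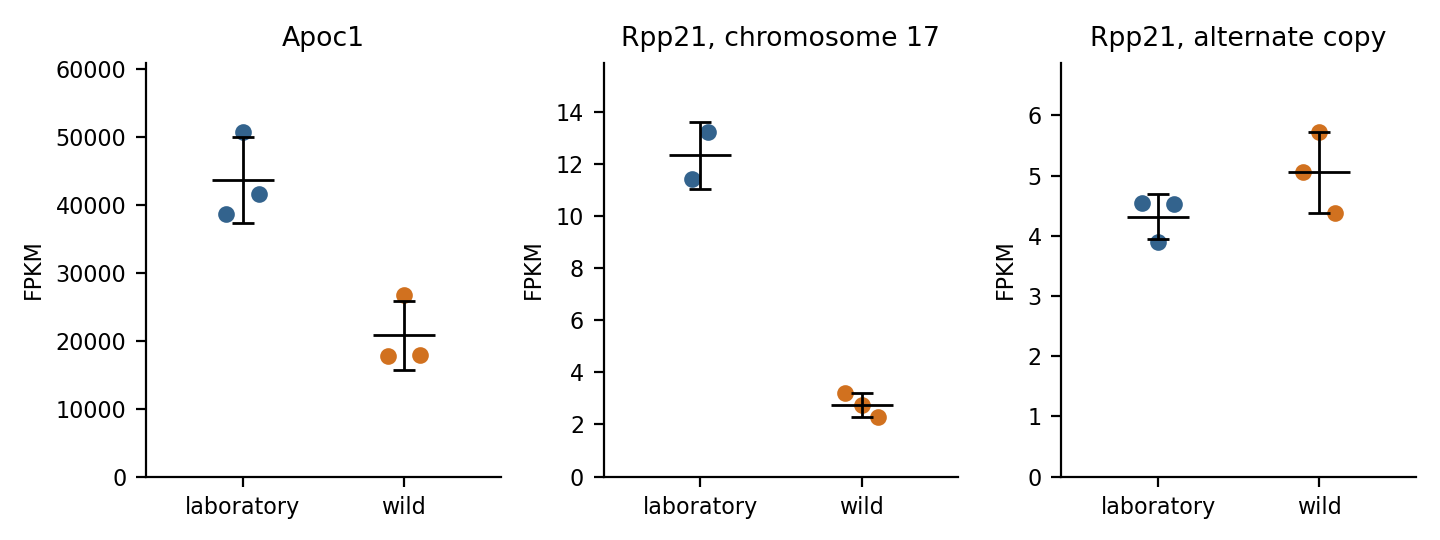
FPKM of Apoc1, of Rpp21 on chromosome 17 and of the alternate copy of Rpp21 listed for all 6 mice. Each point is a mouse, and the horizontal line and bar give the mean and SD. At the chromosome 17 copy the 2 laboratory mice lie at 11.4 and 13.2 and the wild mice between 2.30 and 3.19.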

Critically, the genome-wide signature of chromatin architecture in aged multicellular museum specimens (as opposed to yeast cultures) is the inverse of the standard MNase and FAIRE profiles from minimally fixed fresh tissue (Fig. 3A, Supplementary Fig. 3A). This indicates that the archival assays work to reveal historical chromatin accessibility through depletion of open active chromatin rather than through enrichment, a unique property of the archival assay. To explain the inverse occupancy signal, we propose a model under which fixation, cellular dissociation, and age of specimen influence chromatin accessibility and thus regional enrichment or depletion (Fig. 4). This model unifies our mouse and yeast observations and demonstrates that the archival MNase assay is informative across single and multicellular eukaryotes.

**Fig. 4:**
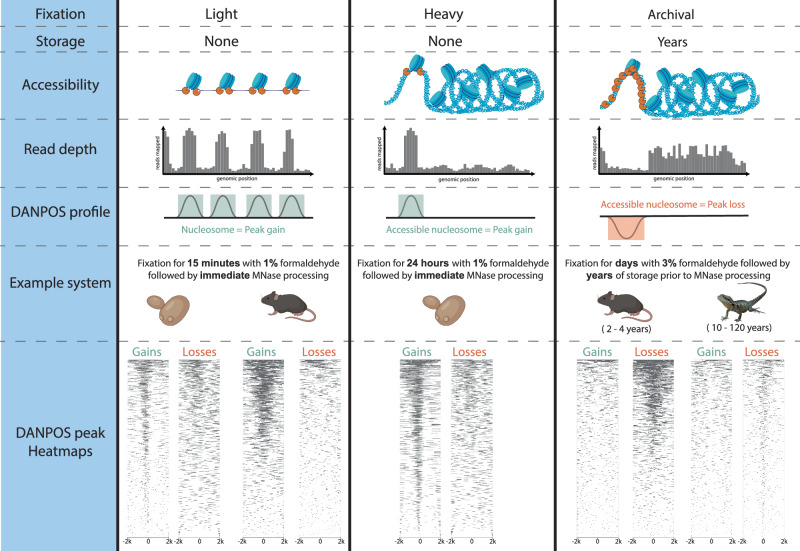
Proposed model of the effect of fixation and long-term storage on MNase accessibility and occupancy signal. Conceptual model of the combined effects of fixation and storage conditions on MNase occupancy signal. From top to bottom, **(Accessibility)** Applied to lightly fixed chromatin, the MNase enzyme (depicted in orange) cleaves DNA adjacent to the nucleosome and resects unbound DNA, thus releasing nucleosome-bound DNA. Applied to heavily fixed chromatin, the MNase enzyme’s access to unbound DNA is modulated by chromatin accessibility, thus reducing the release of nucleosome-bound DNA only from within the most accessible chromatin regions. Applied to archivally fixed chromatin, prolonged MNase digestion is required to release sufficient DNA for sequencing from the heavily fixed chromatin within intact whole specimens stored for months to many years. This prolonged digestion preferentially degrades both linker DNA and nucleosome-bound DNA in MNase-accessible regions and releases fragments from relatively inaccessible regions. **(Read depth)** Relative accessibility of the MNase enzyme alters the read depth pattern observed in the region of euchromatin relative to heterochromatin. **(DANPOS profile)** DANPOS efficiently detects both relative occupancy value gains and losses resulting from MNase digestion. **(Example system)** We offer examples of light fixation in both a single (yeast) and multicellular (mouse) system with no storage time, heavy fixation in a single (yeast) cellular system with no storage time and archival fixation in two multicellular vertebrate systems stored for several years (mouse) or up to 117 years (water dragon). **(DANPOS peak Heatmaps)** For each example system, we show a heatmap of MNase assay significant peak gains and losses (FDR < 0.05, log10Pval < −6) 2 kb on either side of genome-wide transcription start sites pooled across all replicates (three for yeast and mouse, 5 for water dragon). Under light and heavy fixation, the predominant genome-wide signal appears as occupancy gains, while under archival fixation, the predominant genome-wide signal appears as occupancy losses irrespective of storage time. Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Similar to the 24 h-fixed yeast data, the magnitude of occupancy change in our archival MNase assay appears to be a semi-quantitative proxy for gene expression (Fig. 3B, Supplementary Fig. 6). Highly expressed liver-specific genes (e.g., *APOC1*, Fig. 3B) had a strong depletion signal in archival tissues whereas genes expressed at low levels in liver had no signal and did not vary from the input control (Supplementary Fig. 7). In both fresh and archival laboratory mouse liver tissue, we observed significant MNase signal changes at 60–75% of genes with high expression (zFPKM > 2) compared to approximately 25% of genes with low expression (zFPKM < −2) (Supplementary Fig. 6A). Unsurprisingly, given the FAIRE assay’s low signal-to-noise ratio, signal changes showed a relatively weaker and more variable association with gene expression 25–80% of genes with high expression (zFPKM > 2) and 0–20% of genes with low expression (zFPKM < −2) (Supplementary Fig. 6B). The consistency of relative archival assay performance (FAIRE versus MNase) with expectations derived from modern studies stands as further evidence that our assays can indeed be used to characterise historical chromatin architecture.

### Historical chromatin signatures

As the final demonstration of our approach, we characterised archival chromatin architecture in truly historical formalin-preserved museum specimens obtained from the Queensland Museum. We selected five eastern water dragon (*Intellegama lesueurii lesueurii*) specimens preserved in formalin between 1905 and 2001 (Table 2). Real museum specimens are a finite and precious resource, thus we only had liver tissue volume (29–200 mg) sufficient for a single archival chromatin assay per individual. We selected archival MNase due to its stronger occupancy signal, superior repeatability, and semi-quantitative association with gene expression. We note that whilst FAIRE was not conducted on these samples, it is still a valuable tool for future independent verification of MNase results. Given that we expected to achieve relatively low coverage from whole genome sequencing of the archival tissues, we also sequenced a modern fresh tissue genomic DNA extraction from the liver as an input to control for sequencing platform-specific technical biases^32^.

**Table 2:** Specimen details for archival eastern water dragon specimens

Sample name	QM Reg. no.	Habitat	Latitude	Longitude	Time interval (years)	Sex	pH	[F]
1905M	J91140	Urban	−27.46666667	153.0166667	116	M	6.78	400
1990M	J51722	Urban	−27.35	152.9666667	31	M	6.53	200
1992M	J54438	Non-urban	−27.91666667	152.3333333	29	M	6.53	200
2001F	J76769	Non-urban	−27.83333333	153.1666667	20	F	6.53	200
2001M	J76089	Urban	−27.51666667	152.95	20	M	6.53	200

We selected five archival eastern water dragon (*Intellegama lesueurii lesueurii*) specimens for gDNA and MNase processing. For each specimen, we provide the Queensland Museum (QM) registration number, Habitat type, Latitude and Longitude of the collection location, the Time Interval in years between preparation and fixed-tissue sampling, Sex of the individual as well as pH and residual formaldehyde concentration ([F] as mg/L) of the specimen media at the time of sampling. Note: all collection localities are in Queensland, Australia.

All five water dragon samples produced clear evidence of genome-wide occupancy signal changes in regions ±2 kb of TSSs (Supplementary Fig. 8). These profiles validate our historical chromatin accessibility assay in specimens up to 117 years old. Due to their age, we lacked specimen-matched fresh tissue for the water dragons, which limits our ability to measure archival and fresh signal correlation in this system. In the absence of fresh tissue for comparison, we use our experimental mouse data for context to clearly observe that functional inference of historical gene regulation is possible, even with the small sample sizes in this study. For both vertebrate systems, the predominant occupancy signal is associated with phenotypic sex (Fig. 5A, C). Males and females cluster along the first PC axis using a Pearson correlation analysis, which explains a large proportion of the variation in chromatin profiles (Fig. 5A; Mouse PC1 = 97.8%; Water dragons = 76.5%). Interestingly, the magnitude of correlation within the water dragon analyses is roughly 20-fold that of those within the mouse analyses (Fig. 5C). This result may reflect expected differences in homoeothermic mammals with genetic sex determination compared to ectothermic reptiles exhibiting epigenetically regulated environmental sex determination^33^. Alternatively, it could be consistent with the occurrence of somatic cell-autonomous sex identity, a phenomenon previously observed in some birds and reptiles^34–37^ but not in mammals.

**Fig. 5:**
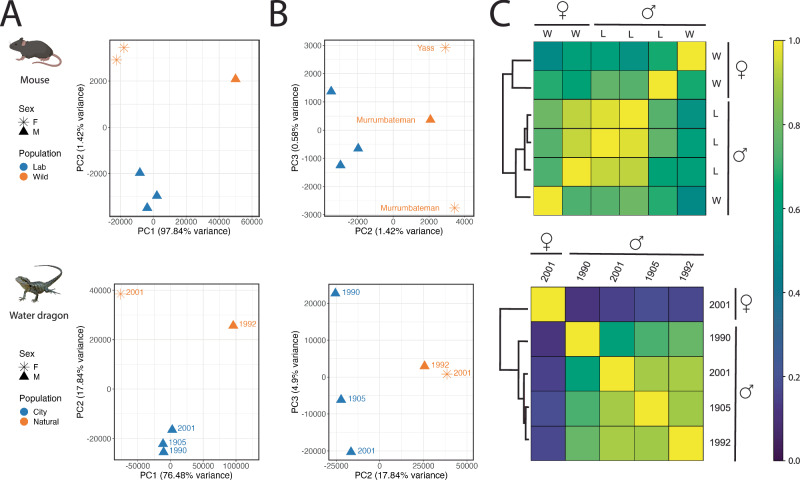
Sex and population signatures in heavily fixed archival specimens. In two species (mouse and water dragon), Pearson correlation-based analysis of genome-wide archival MNase occupancy signals resolves clusters of individuals by sex and population. PCA plots of principal components one and two (**A**) illustrate strong separation of females from males, while plotting components two and three (**B**) reveals clustering of individuals along PC2 in accordance with population. For mouse, only the autosomal chromosomes were considered for this analysis. The shape of individual PCA plot points indicates the specimen’s sex (F = star; M = triangle) and colour indicates the population (mouse—blue = laboratory, orange = wild; water dragon – blue = urban, orange = non-urban). Wild mice are labelled by collection location and water dragons are labelled by collection date. **C** Representing the Pearson correlation scores of the first two PCA axes as a heatmap, a relatively stronger differentiation of the sole female water dragon from the four males emerges in comparison to the sex-based differentiation observed in mouse. In the mouse heatmap, as in the PCA plots, the individuals cluster first by sex and then by population (L = lab; W = wild). Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Eliminating the strong influence of sex in PC1 and instead comparing PC2 and PC3, both mouse and water dragon chromatin profiles segregate into groups consistent with habitat type at the time of collection (Fig. 5B). Specifically, water dragons collected in urban Brisbane cluster separately to individuals from non-urban bushland habitats; and lab mice form a tight, highly reproducible cluster quite distinct from the more genetically and transcriptionally diverse outbred wild mice. 

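The spread of expression between mice was taken from liver RNA-Seq of the same 6 mice, as the SD of zFPKM within each group, for 18628 genes with zFPKM above -3 in at least 3 of the 6 mice and with lower values set to -3. The median SD was 0.296 among the 3 laboratory mice and 0.269 among the 3 wild mice, a ratio of wild to laboratory spread of 0.911. The SD was larger in the wild mice for 43.2% of the genes. A single mouse decided the side of 1 on which this ratio fell. Without laboratory mouse 3 the ratio was 2.76, without wild mouse 2 it was 1.03, without wild mouse 3 it was 1.30, and without wild mouse 1 it was 0.428. With the median of each mouse set to 0 the median SDs fell to 0.158 in laboratory and 0.182 in wild mice, a ratio of 1.15. With quantile normalization they fell to 0.133 and 0.121, a ratio of 0.910. Part of the spread in zFPKM was therefore a shift of whole mice. On log2(FPKM + 1) the ratio was 1.01. Across genes, which are not independent replicates, Pearson's r between mice averaged 0.937 over the 3 pairs of laboratory mice (0.930 to 0.947) and 0.943 over the 3 pairs of wild mice (0.939 to 0.950). Over the 9 pairs of a laboratory and a wild mouse it averaged 0.854 (0.828 to 0.879). Spearman's rho averaged 0.966 within laboratory mice, 0.960 within wild mice and 0.883 between the groups.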

Increased sampling will allow investigation of the degree to which this signal is influenced by genetic similarity or population structuring. Our findings underscore the importance of sex-matching when selecting individuals for future work aiming to measure environmental effects. Future studies may also consider strategic selection of somewhat older formalin-preserved specimens having corresponding frozen tissue to confirm the correspondence of the archival chromatin signal with that from fresh tissue in specimens older than our relatively recently preserved mice.

Lastly, our water dragon results recapitulate previous results from our group that indicate that specimen age is a poor predictor of sequencing suitability^18^. Here, the 1905 specimen represents the oldest confirmed formalin-preserved museum specimen to successfully yield genome-wide sequencing data to date and the MNase reads alone yielded the highest whole genome coverage yet achieved in archival formalin-preserved specimens (genome cover = 5-8X; Table 3). Thus, our archival MNase method is suitable for obtaining both genomic and epigenomic data from formalin-preserved specimens and does so simultaneously.

**Table 3:** Extraction and sequencing details for the eastern water dragon specimens

Specimen	Archival tissue weight (mg)	DNA yield (ng/mg tissue)	Raw read pairs (M)	Reads mapping (%)	Mean insert size (bp)	Mean genome coverage (X)
1905M	82	0.08	146	40	74	5
1990M	29	0.24	151	28	65	3.2
1992M	45	0.12	171	32	68	4.3
2001F	200	0.25	162	49	76	7.1
2001M	92	0.63	154	58	78	8.1

Summary of the extraction and sequencing results for five archival eastern water dragon specimens processed with archival MNase treatment. For each specimen, we processed the available mass of archival liver tissue (reported in mg) and report DNA yield in ng/mg. For all tissues, we report DNA yield in ng/mg of tissue, the number of raw read pairs (millions), the percentage of raw reads mapping to the reference genome, the mean insert size of mapped reads in base pairs and the mean genome coverage after de-duplication and GC correction.

## Discussion

Our perspective on the utility of formaldehyde-fixed archival specimens provides historical epigenetic capability targeting organisms collected during the 20^th^–21^st^ century. Our methods open the door to systematic and comprehensive investigations into the temporal dynamics of chromatin accessibility by drawing upon the untapped potential of museums and global biorepositories. Contrary to the prevailing dogma, we have shown that over-fixation with formaldehyde does not destroy DNA but rather enables the successful recovery of historical chromatin architecture. Localised chromatin accessibility can be highly correlated with gene expression^38^. Thus, functional inference with our approach may be more powerful than differential DNA methylation analyses because of the inconsistent relationship of methylation with gene activity^39^. Thus, this capability has the potential to revolutionise the power of modern epigenome-wide association studies in the pursuit of functional regulatory variants by characterising vertebrate chromatin architecture over the last century.

Broad adoption of archival chromatin profiling techniques by the world’s natural history collections and their users will require careful sampling designs to control for the effects of post-mortem degradation, specimen sex, genetic background, and age. While the interval between death and fixation is rarely if ever recorded, our group has previously reported that the integrity of the gut contents can be used as a proxy for degradation when vetting specimens^18^. Sex-specific gene expression is observed across a wide range of vertebrate tissues, even those that are not gonadal in origin or associated with secondary sexual characters^40^. Thus, controlling for sex should be a key consideration in any study design. Likewise, age of the individuals should be considered, given expected changes in chromatin accessibility associated with aging^41,42^. We observed greater MNase signal variation in the wild mouse samples compared to laboratory mice, likely due to a combination of factors, such as variation in sex, age, diet, exercise, or genetic background. This indicates that a higher degree of replication will be required within carefully matched specimen sets to study historical wild populations.

Now that recovery of genomic data from formaldehyde-fixed museum specimens has been firmly established by this and other studies^18–23^, we should reassess our assumptions about the damaging effect of fixation on other nucleic acids and epigenetic modifications. For example, could quantitatively informative mRNA feasibly be retrieved from historical specimens? Precedents have been set by successful research on clinical FFPE samples^43^, and a single study has recently retrieved RNA from formalin-fixed museum specimens^44^. A better understanding of how fixation modulates the molecular signal could revolutionise our ability to study long-term temporal trends in gene regulation. Until now, elucidating the effects of fixation on molecular signals in an archival context has been limited by a lack of specimen-matched fresh-frozen tissues with which to validate archival signatures. Furthermore, and perhaps more importantly, preservation procedures and reporting lack standardisation, leading to variation and uncertainty in the fixation status of specimens.

To develop methods tailored to the challenges posed by archival specimens, we created a bank of mock-preserved specimens with matched frozen tissue and extensive preservation metadata. We encourage the world’s museum collections to follow suit and prepare methodologically focused collections for the purpose of enabling future research. Further to that, we recommend the inclusion of preservation history details among specimen metadata to enable accurate specimen suitability screening. Doing so will ensure that the methods described here become part of a suite of approaches to characterise historical genomes and gene regulation. Achieving this feat will increase the power of modern studies seeking to establish causal functional relationships between regulatory variation and phenotypes, providing a parallel to the transformational insight gained from ancient DNA genomic analyses which have identified functional human sequence variation^45^.

Our method is likely to be appropriate for use across vertebrates, with the only requirement being the availability of a species-specific or phylogenetically related reference genome. Museum scientists and wildlife researchers may not yet routinely use chromatin accessibility data but should be aware of the capability this approach adds. For example, systematists can gain both the standard genomic data required for phylogenetic and/or population genomic analysis (e.g., whole mitochondrial genomes, orthologous gene sets, single nucleotide polymorphisms) and simultaneously characterise adaptive responses to the environment. This extra layer of information could help detect species provenance, identify structure in widely distributed vagile populations (e.g., fish stocks) or disambiguate rapid or recently diverged lineages (e.g., introduced and invasive species). Conservation biologists and wildlife managers may use the method to establish historical baselines against which to track rapid adaptation to captivity during ex-situ conservation efforts. Having a quantitative and reproducible molecular approach to characterise phenotypic plasticity allows managers to establish clear decision-making thresholds for species release and red-flag triggers during ex-situ monitoring. There is also the potential to contribute to biosecurity monitoring either by the direct detection of pathogens and/or host responses to infection.

Most importantly, our method provides the unique opportunity to survey gene expression in both modern and historical specimens and reveal the mode, tempo and directionality of gene expression change over the last century. Generation of historical chromatin profiles at scale may enable statistical modelling approaches that leverage past and present data, to predict future state^10^. This provides essential context for estimating the resilience of contemporary populations to future environmental threats and may reveal the full repertoire of rapid evolutionary responses to environmental challenges such as climate change and introduced pests and pathogens.

## Methods

All animal research conducted in this study complies with the Australian Code for the Care and Use of Animals for Scientific Purposes (2013) and protocols were approved by the CSIRO Wildlife and Large Animal Ethics Committee and the University of Sunshine Coast Animal Ethics Committee. The Australian National Wildlife Collection and the Queensland Museum provided permission to sample mouse and eastern water dragon museum specimens. All reagent sourcing is listed in Supplementary Data 1.

### Yeast processing

We used established procedures for MNase^26^ and FAIRE^25^ with yeast and made optimisations for processing heavily fixed cultures.

#### Culture, fixation, and preparation of nuclei

We grew *Saccharomyces cerevisiae* strain BJ5464 auxotroph ΔURA3 in 500 mL Yeast Extract-Peptone-Dextrose (YPD; 1% w/v yeast extract, 2% w/v peptone, 2% w/v d-glucose) medium to OD600 = 0.75 at 28 °C. We split the culture into equal volumes; one underwent 37 °C heat stress for 20 min. We collected 2 mL aliquots from both conditions for gDNA and RNA extraction.

We added formaldehyde (1%) to both optimal and heat shock flasks and incubated with slow shaking at room temperature. At 15 min, 1 h, 6 h and 24 h we collected aliquots and quenched fixation with addition of glycine to 0.125 M followed by gentle shaking at room temperature for 15 min. We pelleted the fixed cells (4000×*g*, 5 min, 4 °C), washed twice with Phosphate Buffered Saline, pH 7.4 (PBS), then resuspended in 10 mL cold Glycine Tris EDTA (GTE; 100 mM glycine, 10 mM Tris-HCl, pH 8.0, 1 mM EDTA) buffer and incubated at 4 °C with rocking for 24 h.

We isolated nuclei by harvesting fixed cells (4000×*g*, 5 min, 4 °C), washed twice with cold milliQ water, and resuspended in 2 mL Spheroplast Buffer (SB; 1 M Sorbitol, 50 mM Tris, pH 7.5 with freshly added 10 mM β-mercaptoethanol). We obtained spheroplasts by adding Zymolase 20T (MP Biomedicals) to 0.25 mg/mL and incubating at 28 °C for 2 h. We harvested fixed spheroplasts (1500×*g*, 10 min, 4 °C), washed twice with cold SB and resuspended in 10 mL. We aliquoted spheroplasts such that each aliquot contained a volume of cells from 4 mL and 10 mL of original culture for the short (15 min and 1 h) and long (6 and 24 h) cultures, respectively. We collected more cells from longer fixation time points to account for lower expected DNA recovery due to heavy fixation. We pelleted spheroplasts (1500×*g*, 10 min, 4 °C), removed the supernatant and froze the tubes at −80 °C.

#### gDNA and RNA extraction from unfixed yeast

We extracted gDNA and RNA from unfixed cells frozen at −80 °C. For gDNA, we resuspended cells in 200 μL SB, added Zymolase 20T to 0.25 mg/mL and 1 μL RNase A and incubated at 37 °C for 30 min. We harvested spheroplasts (3000×*g*, 10 min, 4 °C), resuspended in 100 μL PBS plus 0.01 M EDTA, added 2 μL of proteinase K (20 mg/mL) and incubated at 56 °C for 45 min in a thermal mixer with agitation at full speed (1400 rpm). We purified gDNA using phenol:chloroform:isoamyl alcohol (25:24:1) extraction and concentrated the gDNA on beads via small fragment-optimised bead purification (described below), eluting in 20 μL 10 mM Tris, pH 8.0. For RNA, we resuspended three aliquots per culture in 450 μL RLT Buffer and followed the manufacturer’s instructions for the Qiagen RNeasy plant mini kit, eluting in 30 μL nuclease-free water.

#### Small fragment-optimised bead purification of DNA

We concentrated purified DNA with a custom small fragment-optimised SPRI bead clean-up. We prepared the bead solution in 50 mL aliquots from 1 mL Sera-Mag (Cytiva) beads such that when added to the DNA extract in a ratio of 1.5:1 (bead solution:DNA) the final concentration of reagents equal 12% PEG-8000, 40% isopropanol, 0.6 M NaCl, 6 mM Tris-HCl (pH 8.0), 0.6 mM EDTA and 0.03% Tween-20. After adding the bead solution, we incubated tubes at room temperature for 15 min with rotation, pelleted on a magnet, and removed the supernatant. We washed the beads with fresh 70% ethanol, pelleted them on a magnet and washed once more with 70% ethanol. After ethanol removal and brief drying for 30 s, we resuspended beads in 20 μL 10 mM Tris-EDTA and incubated at 37 °C for 15 min to thoroughly elute the DNA. Finally, we pelleted the beads on a magnet and transferred the supernatant to a new tube.

#### Yeast MNase treatment

We resuspended triplicate aliquots of each fixation timepoint (heat shock and optimal growth) in 200 μL MNase Digestion Buffer (DB; 0.5 mM spermidine, 0.075% Nonidet P40, 50 mM NaCl, 10 mM Tris pH 8.0, 5 mM MgCl_2_, 5 mM CaCl_2_ plus freshly added cOmplete EDTA-free protease inhibitor cocktail (Merck)), added 0.5 U of micrococcal nuclease (Worthington Biochemical Corporation) and incubated the tubes for 7 min in a 37 °C water bath. We quenched the reaction with 50 μL Quenching Solution (QS; 4% Triton X-100, 1.2% SDS, 600 mM NaCl, 12 mM EDTA) and incubated the tubes on ice for 10 min. We collected digested chromatin by centrifuging (14,000×*g*, 10 min, 4 °C) and removing the supernatant to a new tube. We digested the supernatant with proteinase K at a final concentration of 0.1 mg/mL and incubated at 56 °C for 2 h. We purified DNA with two phenol:chloroform:isoamyl alcohol (25:24:1) extractions, RNase treatment (1 μL RNase A and incubation at room temperature for 30 min) between extractions one and two followed by via small fragment-optimised bead purification, resuspending in 20 μL 10 mM Tris, pH 8.0 and fully de-crosslinking at 65 °C overnight.

#### Yeast FAIRE treatment

We resuspended four aliquots from each fixation timepoint (heat shock and optimal growth) in 1 mL Chromatin Shearing Buffer (CSB; 10 mM Tris-HCl pH 8.0, 0.1% SDS, 1 mM EDTA) and transferred each to a 1 mL Covaris milliTUBE. We sonicated the tubes in a Covaris E220 focused-ultrasonicator on settings PIP 420, duty factor 30%, cycles per burst 200 for 7 min (short fixation time points) or 12 min (long fixation time points). After clarifying the lysate by centrifugation (5500×*g*, 15 min, 4 °C), we set aside one tube per sample type at this point as an input control. With the remaining tubes, we performed phenol:chloroform:isoamyl alcohol (25:24:1) extraction with back-extraction of the organic phase with addition of 150 μL 10 mM Tris, pH 8.0 followed by an additional extraction. To the aqueous and input control tubes, we added 10 μL RNase A and incubated at room temperature for 30 min, followed by addition of 2 μL proteinase K and incubation at 55 °C for 1 h. We de-crosslinked overnight with incubation at 65 °C and concentrated the DNA via small fragment-optimised bead purification, resuspending in 20 μL 10 mM Tris, pH 8.0.

### Mock archival specimen preparation

To enable comprehensive methods development for this and future studies, we created a bank of experimental specimens representative of the wide variety of liquid preservation practices used in collections over the last century. We selected a species with a well-annotated genome and tractable tissue volume for processing and storage, *Mus musculus* (strain C57BL/6). We acquired 151 male mice aged 17–18 weeks from Australian BioResources and sacrificed them upon arrival by cervical dislocation (Australian Ethics Committee number 2017-34). In accordance with modern archival procedure, we sampled liver tissue from specimens for storage at −80 °C as specimen-matched fresh tissue. We then processed the intact carcasses using several preservatives (unbuffered formalin, neutral buffered formalin, and formalin acetic acid) with fixation times ranging from 15 min to 3 days with or without washing with water and stepping into ethanol for long-term storage. For all mice used in this study, we immersed each carcass in 10% neutral buffered formalin (3.7% formaldehyde) for 3 days followed by soaking in water for 1 day before transfer to 70% ethanol.

Additionally, the CSIRO Health and Biosecurity Rodent Management Team donated adult *M. musculus* live-trapped in May 2019 from two New South Wales locations (Murrumbateman, lat. −35.0424064, long. 148.99947; Yass, lat. −34.8682227, long. 149.00763) (Australian Ethics Committee number 2018-46). The wild mice had been housed for 3 months according to standard mouse husbandry practices at ambient temperature, humidity and natural day/light cycle prior to sacrifice by cervical dislocation. We processed these wild mice as we did the laboratory mice with sampling of fresh liver for cryogenic storage and immersion of each carcass in 10% neutral buffered formalin (3.7% formaldehyde) for 3 days, followed by soaking in water for 1 day before transfer to 70% ethanol.

We archived all mouse specimens in the Australian National Wildlife Collection (ANWC; Crace, ACT, Australia) spirit vault in glass specimen jars (see Table 1 for registration details of specimens used in this study).

### Vertebrate specimen selection and archival tissue sampling

#### Archival mice

We dissected archival liver tissue from mock specimens and transferred the tissue to ethanol-filled tubes for transport and further processing. At the time of dissection, the formalin-fixed laboratory and wild-caught mice had been archived for 4.8 and 2.3 years, respectively.

#### Archival eastern water dragons

Before sampling archival eastern water dragons (*Intellegama lesueurii lesueurii*), we assessed the sequencing suitability of specimens archived at the Queensland Museum. Following established methods^18^, we took aliquots of the preservation media and measured pH and residual formaldehyde concentration. From visually well-preserved specimens within jars registering neutral pH (6 < pH < 8) and low formaldehyde ([F] < 10,000 mg/L), we sampled archival liver tissue and transferred the tissue to ethanol-filled tubes for transport and further processing.

### Archival vertebrate tissue processing

The following describes the final optimised tissue processing procedure we used on all archival specimens.

#### Tissue preparation

Following established methods^18^, we cryo-pulverised the tissues into a rough powder using a cryoPREP automated dry pulveriser (Covaris) with three impacts to an extra thick TT1 TissueTube on intensity setting 6. We rehydrated the pulverised tissue under ice-cold conditions, stepwise by from 50% ethanol to water rocking at 4 °C for 10 min intervals. We collected tissue by centrifugation (4000×*g*, 5 min, 4 °C) and quenched residual formaldehyde by rocking overnight at 4 °C in an excess volume (approximately 15 mL to 50 mg tissue) GTE buffer.

#### Isolation of archival nuclei

We centrifuged prepared tissue for each specimen (4000×*g*, 5 min, 4 °C) and washed with ice-cold PBS. To improve tissue dissociation, we resuspended tissue in 1 mL of pre-heated Pepsin solution (0.5% Pepsin in 5 mM HCl, pH 1.5) and incubated at 37 °C in an Eppendorf ThermoMixer (90 min, 750 rpm). We performed three PBS washes and resuspended in 1 mL sodium citrate buffer (pH 6) before transferring the suspension to a 2 mL glass Dounce homogeniser. For fine tissue dissociation, we homogenised the tissue on ice (approximately 20–30 strokes). To improve nuclei isolation, we performed initial de-crosslinking by incubating at 80 °C in the sodium citrate buffer for 1 h. We then washed the tissue three times with PBS before resuspending in 1 mL ice-cold Farnham Lysis Buffer (FLB; 5 mM PIPES pH 8.0, 0.1% SDS, 1 mM EDTA) and transferring to a 1 mL Covaris milliTUBE containing an AFA fibre. We isolated nuclei by NEXSON^46^ through sonication of the tubes in a Covaris E220 focused-ultrasonicator on settings PIP 160, DF 15%, CBP 200 for 600 s. With the mouse samples, we split the tissue in half to process with MNase and FAIRE. With all tubes, we pelleted the nuclei, removed the supernatant, and froze the pellets at −80 °C.

#### Archival MNase treatment

We based the archival MNase protocol on previously published methods^31^ with substantial optimisation for heavy fixed input. We resuspended frozen nuclei in 200 μL MNase DB per 50 mg tissue and added 0.5 U MNase (Worthington Biochemical Corporation) and 200 U Exonuclease III (New England Biolabs) per 50 mg of tissue and incubated at 37 °C with 750 rpm rotation for 15 min. We quenched digestion by adding 50 μL QS per 50 mg of tissue and incubating on ice for 10 min. To enhance the release of the digested chromatin from the nuclear debris, we transferred the suspension to a 1 mL Covaris miliTUBEs containing an AFA fibre and briefly sonicated the samples in a Covaris E220 focused-ultrasonicator with settings PIP 160, DF 15%, CBP 200 for 60 s. We clarified by centrifugation (10 min, 9600×*g*, 4 °C) and transferred the supernatant to a new tube. We added 1 μL RNaseA and incubated for 30 min at room temperature, followed by addition of 2 μL 20 mg/mL proteinase K and incubation at 55 °C for 1 h. We purified DNA fragments by phenol:chloroform:isoamyl alcohol (25:24:1) extraction with back-extraction of the organic phase with addition of 150 μL 10 mM Tris, pH 8.0, followed by an additional extraction. We de-crosslinked overnight with incubation at 65 °C and concentrated the DNA via small fragment-optimised bead purification, resuspending in 20 μL 10 mM Tris, pH 8.0.

#### Archival FAIRE treatment

We based the archival FAIRE protocol on previously published methods^25^ with modifications to chromatin shearing and extractions. We resuspended nuclei in 1 mL chromatin shearing buffer (10 mM Tris-HCl pH 8.0, 0.1% SDS, 1 mM EDTA) and transferred to 1 mL Covaris milliTUBEs containing an AFA fibre. We sheared chromatin via sonication in a Covaris E220 focused-ultrasonicator with settings PIP 420, DF 30%, CBP 200 for 10 min. We clarified the lysate by centrifugation (5500×*g*, 10 min, 4 °C) and removed the supernatant to a new tube. We added 1 μL RNaseA and incubated for 30 min at room temperature and then reserved 10% of the sheared chromatin as an input control. With the FAIRE fraction, we depleted protein-bound DNA via phenol:chloroform:isoamyl alcohol extraction with back-extraction followed by an additional extraction. To the reserved input control, we added 2 μL proteinase K solution and incubated at 65 °C for 1 h and de-crosslinked both the FAIRE and input fractions overnight with incubation at 65 °C. We performed two phenol:chloroform:isoamyl alcohol extractions with back-extraction upon the input controls and concentrated FAIRE and input fraction DNA via small fragment-optimised bead purification, resuspending in 20 μL 10 mM Tris, pH 8.0.

### Fresh vertebrate tissue processing

#### Fixation of fresh tissue

On dry ice, we transferred approximately 30 mg of liver tissue per flash-frozen specimen to an extra thick TT05 TissueTube and cryo-pulverised into a rough powder using a cryoPREP (Covaris) automated dry pulveriser (two impacts on intensity setting 6). We resuspended the pulverised tissue in 1.5 mL room temperate PBS, transferred to a 2 mL tube and immediately added 40 μL 37% formaldehyde (1% final concentration), followed by rocking at room temperature for 15 min and then quenching fixation by adding 79 μL 2.5 M glycine to a final concentration of 125 mM glycine. We rocked for 5 min at room temperature and then centrifuged (500×*g*, 5 min, 4 °C).

#### Isolation of nuclei from fixed frozen tissue

We washed the pulverised fixed tissue three times with ice-cold PBS, resuspended in 1 mL FLB and transferred to a 1 mL Covaris milliTUBE containing an AFA fibre. We isolated nuclei by NEXSON in a Covaris E220 focused-ultrasonicator with settings PIP 150, DF 10%, CBP 200 for 300 s. We split the tissue in half to process with MNase and FAIRE, pelleted the nuclei, removed the supernatant, and froze the pellets at −80 °C.

#### Fixed frozen tissue MNase treatment

For MNase treatment of the fixed frozen mouse tissues, we adapted published methods^31^ to conform with the equipment used in our modified archival MNase protocol. To pelleted nuclei, we added 200 μL DB and gently resuspended. To each tube, we added 0.5 U MNase (Worthington Biochemical Corporation) and 200 U Exonuclease III (New England Biolabs) and incubated at 37 °C with 750 rpm rotation for 15 min. To quench digestion, we added 50 μL QS, mixed well and incubated on ice for 10 min. For enhanced release of digested chromatin, we transferred the suspension to a 1 mL Covaris miliTUBE containing an AFA fibre and briefly sonicated the samples in a Covaris E220 focused-ultrasonicator with settings PIP 160, DF 15%, CBP 200 for 60 s. We transferred the sonicated digest to a new 2 mL tube and clarified by centrifugation (10 min, 9600×*g*, 4 °C), transferring the supernatant to a new tube. We added 1 μL RNaseA and incubated for 30 min at room temperature, followed by addition of 2 μL 20 mg/mL proteinase K and incubation at 55 °C for 1 h. We purified DNA fragments with a phenol:chloroform:isoamyl alcohol (25:24:1) extraction including back-extraction, followed by an additional extraction. We de-crosslinked overnight with incubation at 65 °C and concentrated the DNA via small fragment-optimised bead purification, resuspending in 20 μL 10 mM Tris, pH 8.0.

#### Fixed frozen tissue FAIRE treatment

Following an established FAIRE protocol^25^, we processed fresh tissues with equipment modifications. To the pelleted nuclei, we added 1 mL CSB, resuspended and transferred the suspension to new 1 mL Covaris milliTUBEs containing an AFA fibre. We sheared chromatin via sonication in a Covaris E220 focused-ultrasonicator with settings PIP 420, DF 30%, CBP 200 for 12 min. We clarified the lysate by centrifugation (15 min, 5500×*g*, 4 °C), removing the supernatant to a new tube. We added 1 μL RNaseA and incubated for 30 min at room temperature. We reserved 10% of the sheared chromatin to purify as an input control and further processed the FAIRE and input controls as we did the archival samples.

#### RNA extraction from fresh mouse tissues

We extracted RNA from fresh mouse using an AllPrep DNA/RNA kit (Qiagen). We placed 5–10 mg tissue into 350 μL RLT Plus Buffer in a 2 mL tube with a 5 mm stainless steel bead and homogenised with a TissueLyzer (two 2 min rounds, 30 Hz). We then followed the manufacturer’s instructions to isolate RNA, eluting in 30 μL RNase-free water.

#### Preparation of water dragon input control

The five archival specimens lacked sufficient archival tissue for processing of an input control and were not archived with specimen-matched fresh tissue. Thus, we opted to procure fresh tissue from three separate individuals to serve as a pooled input control. We dissected frozen liver tissue from animals euthanised due to injury in accordance with Queensland Department of Environment and Sciences permit WA0038029 (Australian Ethics Committee number ANA20161, University of Sunshine Coast). Using a TissueLyzer, we pulverised approximately 5 mg tissue per specimen in a 2 mL tube containing a 5 mm stainless steel bead. We then immediately added 350 μL RLT Plus Buffer and followed the manufacturer’s instructions for the Qiagen AllPrep kit, eluting in 100 μL Elution Buffer.

### Nucleic acid quantification

We quantified DNA by Qubit (1X dsDNA HS Assay kit) and Tapestation (High Sensitivity D1000), per the manufacturer’s instructions. We quantified RNA by NanoDrop and Bioanalyzer (Total RNA Nano), per the manufacturer’s instructions. We report DNA yield from the vertebrate tissue samples in Tables 3–5.

**Table 4:** Extraction and sequencing details for the fresh mouse specimens

Mouse specimen	DNA yield (ng/mg tissue)	Raw read pairs (M)	Reads mapping (%)	Mean insert size (bp)	Mean genome coverage (X)
Lab1	28	282	82	178	29.2
Lab2	52	293	81	101	16.9
Lab3	45	249	83	97	14.2
Wild1	44	306	84	115	21.1
Wild2	21	262	93	124	21.4
Wild3	77	256	85	128	19.7

Summary of the extraction and sequencing results for processing of 30 mg of fresh liver tissue from six mouse specimens with MNase treatment. We report DNA yield in ng/mg of tissue, the number of raw read pairs (millions), the percentage of raw reads mapping to the reference genome, the mean insert size of mapped reads in base pairs and the mean genome coverage after de-duplication and GC correction.

**Table 5:** Extraction and sequencing details for the archival mouse specimens

Mouse specimen	Tissue mass (mg)	DNA yield (ng/mg tissue)	Raw read pairs (M)	Reads mapping (%)	Mean insert size (bp)	Mean genome coverage (X)
Lab1	287	14.4	250	67	129	15.3
Lab2	545	7.8	199	68	124	11.9
Lab3	593	7.6	228	65	124	13.1
Wild1	467	4.5	239	67	117	13.3
Wild2	624	6.8	263	67	118	14.9
Wild3	763	3.5	227	68	112	12.2

Summary of the extraction and sequencing results for processing available archival liver tissue from six mouse specimens with MNase treatment. We report tissue mass processed in mg, DNA yield in ng/mg of tissue, the number of raw read pairs (millions), the percentage of raw reads mapping to the reference genome, the mean insert size of mapped reads in base pairs and the mean genome coverage after de-duplication and GC correction.

### Library preparation and sequencing

The Australian Genome Research Facility (AGRF) performed library preparation and sequencing. AGRF prepared all DNA libraries with the xGen cfDNA & FFPE DNA Library Prep Kit (IDT) and sequenced the yeast DNA libraries on a single 200 cycle (100 bp PE) Illumina NovaSeq S4 lane, all mouse and water dragon DNA libraries across four 300 cycle (150 bp PE) Illumina NovaSeq S4 lanes. AGRF prepared Illumina stranded mRNA libraries from the mouse RNA extracts and sequenced the pool on a 100 cycle (100 bp SE) NovaSeq S4 lane.

### Analyses

#### Genome preparation

We used the S288C R64/sacCer3 RefSeq assembly for *S. cerevisiae*, the GRCm38.p6 RefSeq assembly for *M. musculus*, and the *Pogona vitticeps* pvi1.1 RefSeq assembly for *I. l. lesueurii* due to the lack of a species-specific reference. We performed repeat masking with RepeatMasker v.4.1.0 (http://www.repeatmasker.org) through two rounds of masking, first with default settings and with standard Illumina adaptors using -e rmblast enabled.

#### DNA read alignment

We computed quality control metrics for raw reads using FastQC version 0.11.8^47^. For de-duplication with the IDT library unique molecular identifiers (UMIs), we converted the Fastq files to BAM format using FastqToSam (PICARD^48^ v 2.9.2), extracted the UMIs with ExtractUmisFromBam (FGBio^49^ v. 1.3.0) and restored the files to FastQ format with SamToFastq (PICARD). We aligned raw reads using kalign (ngskit4b tool suite^50^ version 200218) with options -c25 -l25 -d50 -U4. We removed PCR and optical duplicates using MarkDuplicates (PICARD) enabling REMOVE_DUPLICATES = TRUE and utilising UMIs. We computed and corrected for GC-bias with deepTools^51^ version 3.5.1 using effective genome sizes of 12,157,105 bp, 2,818,974,548 bp and 1,716,675,060 bp and for the sacCer3, GRCm38.p6 and pvi1.1 and genomes, respectively. We calculated mean aligned insert length using CollectInsertSizeMetrics (PICARD) and estimated nuclear genome coverage as the number of unique aligned GC-corrected reads multiplied by the mean insert length divided by unmasked genome size. We report sequencing yield and mapping results of all vertebrate samples in Tables 3–5. We visualised alignments in CLC Genomics Workbench 21 (Qiagen).

#### Peak analyses

We analysed regional occupancy after quantile normalisation of sequencing depth differences between treatment and control to calculate differential occupancy values with the dtriple function in DANPOS3^27^. We analysed all yeast and mouse alignments both as individual samples and as pools of three replicates. For profiling the effect of FAIRE and MNase treatment, we used a corresponding input control. For differential peak analyses, we ran pooled heat-shocked cultures versus pooled optimal growth conditions as input control for yeast and pooled laboratory strain versus pooled wild caught as input for mouse. We analysed all water dragon alignments individually compared to a pool of three input control alignments. With the output of the DANPOS dpeak function, we enforced a significance cut-off of FDR < 0.05 upon sites with local peak gains, local peak losses and log2fold-change in total peak signal. We used the R packages *ChIPseeker*^52,53^, *GenomicFeatures* and *GenomicRanges*^54^ to annotate sites with significant peak changes and restrict our downstream analyses to the 2 kb region upstream of TSSs.

#### RNA-Seq analysis

We aligned RNA-Seq reads from yeast and mouse to their respective masked genomes with kalign and calculated FPKM using the Tuxedo pipeline^55^. 

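The 6 mouse liver samples were sorted by zFPKM, with genes above 2 counted as high, genes from -2 to 2 as medium, and genes below -2 but not below -20 as low. Between 27524 and 29127 of the gene names were listed at 0 in a mouse and have no finite zFPKM. High expression was found for 459 ± 66.4 genes (SD, n = 3) in laboratory mice and 457 ± 52.3 genes (SD, n = 3) in wild mice, and medium expression for 15943 ± 1509 and 15311 ± 1624 genes. With one mode and one SD for all 6 mice, an alternative chosen after seeing the data, the number of high genes was 341 to 399 in laboratory mice and 559 to 577 in wild mice. Low expression was found for 2299 ± 1844 genes (SD, n = 3) in laboratory mice and 3276 ± 1159 genes (SD, n = 3) in wild mice. The number of low genes ran from 974 in laboratory mouse 1 to 4454 in wild mouse 1. Laboratory mouse 3, with 4405 low genes, decided the mean of its group, which was 1246.5 without it. Of 554 genes that were high in any laboratory mouse, 353 were high in all 3 (63.7%, 95% Wilson interval 59.6% to 67.6%). Of 535 genes that were high in any wild mouse, 373 were high in all 3 (69.7%, 65.7% to 73.5%), and 256 genes were high in all 6 mice. Low genes were shared less often, with 353 of 5222 in the laboratory mice (6.76%, 6.11% to 7.47%) and 659 of 6750 in the wild mice (9.76%, 9.08% to 10.5%), and 92 genes were low in all 6 mice. These intervals cover counting error over genes only. Thresholds of 1.5 and -1.5 raised the high genes to 985 in laboratory mice and 1026 in wild mice. Of 26 listed genes on a list of liver genes, 21 had a mean zFPKM above 2 in laboratory mice and 25 in wild mice, and the others were medium. Of 30 genes on a list of genes of other tissues, 27 had a mean below -2 in laboratory mice and 29 in wild mice, of which 19 and 17 were listed at 0 in every mouse of the group. For these means a listing at 0 was entered as -20, so 1 mouse at 0 can bring a mean below -2.

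**Figure D2:**
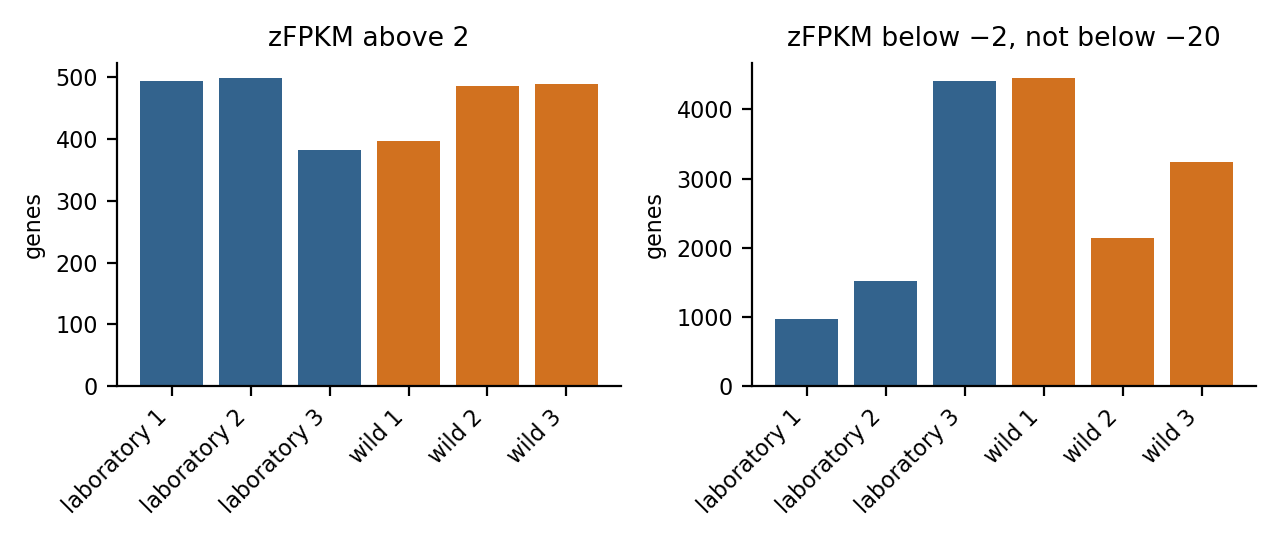
Number of genes with high expression (left) and low expression (right) in liver of each mouse, laboratory mice in blue and wild mice in orange. The number of high genes lies between 382 and 499 in every mouse, and the number of low genes between 974 and 4454.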

We then z-transformed the FPKM values using the R package *zFPKM*^56^ and created lists of genes with low (zFPKM < −2) medium (−2 > zFPKM < 2) and high (zFPKM > 2) expression. To account for regions with poor mapping, we eliminated genes from the low score list with *Z*-scores less than −20 (indicating reads mapped to the gene but at very low levels). For the differential expression analyses, we used the Trinity edgeR pipeline^57,58^ to calculate log2FC between treatments.

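The values in the mouse files are FPKM and not counts, so laboratory and wild mice were compared with limma on zFPKM (lmFit and eBayes with a trend of the variance with expression). The test covered 18628 genes, and 2692 had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, 1335 of them higher in laboratory mice and 1357 lower. The 3 laboratory mice and the 3 wild mice did not overlap for 5267 genes (28.3%), where chance gives 10%. Without a filter on low values, 23 of 47243 genes had an adjusted p under 0.05, and on log2(FPKM + 0.1) 8598 had one. Of these 8598, 1525 were higher in laboratory mice and 7073 lower. The number of wild males is 1, so the sex of the mice and their origin are not separated in these counts. The largest rises in laboratory mice without overlap were those of Serpina4-ps1, Urml, Tff3, Gm32468 and Cib3. Serpina4-ps1, on chromosome 12 from 104077959 to 104086920, had an FPKM of 117, 183 and 376 in the laboratory mice and 0.324 in wild mouse 1, and is listed at 0 in wild mice 2 and 3 (zFPKM difference 4.79, standard error 0.265, limma adjusted p = 3.51e-69). Urml and Gm32468 are listed at 0 in all 3 wild mice, with an FPKM of 7.96 to 40.8 and 4.94 to 14.1 in laboratory mice. The largest falls were those of Cyp2b9, Sult3a1, Sult2a1, A1bg and Cyp2b13, all listed at 0 in the 3 laboratory mice. Cyp2b9, on chromosome 7 from 26173350 to 26210661, had an FPKM of 29.7 in the wild male and 341 and 319 in the wild females (zFPKM difference -4.81, standard error 0.341, limma adjusted p = 5.48e-42). The other genes that fell had an FPKM between 0.254 and 0.459 in the wild male and between 131 and 2076 in the wild females. These differences depend on the floor of -3, and over the alternatives the adjusted p of the 10 genes ranged from 7.07e-78 to 0.450. The standard errors of this fit followed the trend of the variance with expression, and hardly a gene's own spread between mice. Without the trend the standard error of Sult3a1 was 1.10 in place of 0.356, and that of Urml 0.205 in place of 0.400. Without it 795 genes passed, and 4 of the 10 genes lost the threshold. The adjusted p-values with the trend therefore do not measure the spread of single genes. The first principal component held 43.8% of the variance and parted laboratory mice, with scores of 39.1 to 46.2, from wild mice, with scores of -44.8 to -38.7. The second component held 32.5% and parted laboratory mouse 3 and wild mouse 1, at -48.5 and -52.0, from the other 4 mice, at 17.5 to 33.7. With values scaled to unit variance per gene, the first component (46.6%) no longer parted the groups. It parted laboratory mouse 3 and wild mouse 1, at -135 and -101, from the others. The second (34.0%) then parted the groups, with scores of 63.1 to 82.1 in laboratory mice and -88.1 to -63.2 in wild mice.

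**Figure D3:**
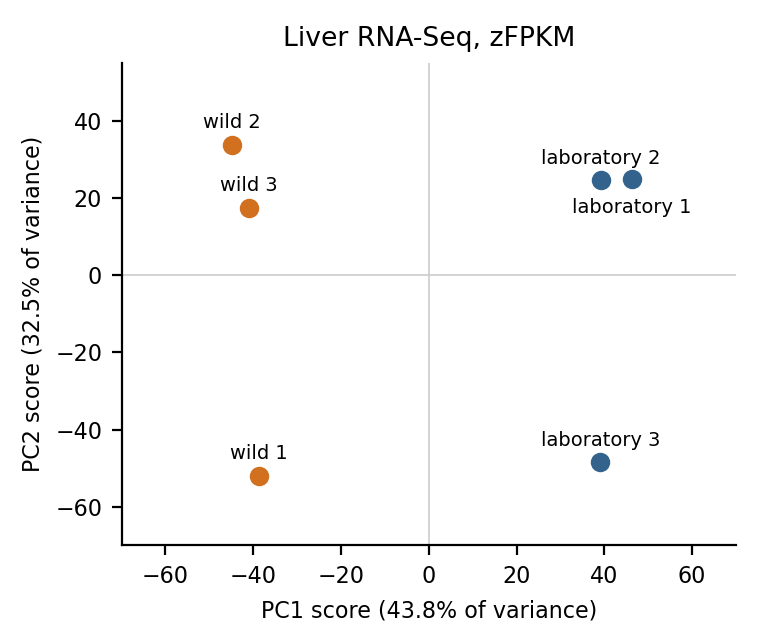
Scores of the 6 liver RNA-Seq samples on the first and second principal components of zFPKM over 18628 genes, laboratory mice in blue and wild mice in orange. The first component (43.8% of the variance) parts the laboratory mice from the wild mice, and the second (32.5%) parts laboratory mouse 3 and wild mouse 1 from the others.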

#### Downstream analyses of peak profiles

To summarise shared genes with significant peak changes between replicates, we used the R package *ggVennDiagram*. We calculated Gene Ontology (GO) Biological Process enrichment for yeast within lists of genes with significant peak changes as well as a list of differentially expressed genes (as determined by RNA-Seq) using Yeast EnrichR^29^. For mouse, we calculated tissue-specific enrichment within lists of genes with significant peak changes using TissueEnrich^59^. We generated genome-wide TSS peak enrichment heatmaps with the tagHeatmap function in *ChIPseeker*. To measure the effect of gene expression on upstream peak changes, we calculated the proportion of genes with low, medium and high expression with significant peak changes in the 2 kb upstream region for each replicate and plotted the proportions as violin plots.

#### Principal component analyses

To compare genome-wide MNase profiles between individuals for mouse and water dragon, we converted each individual’s DANPOS dpeak wig file from having compared the MNase profile to input control to bigWig format and compiled a summary matrix of Pearson correlation values for each species using Deeptools^51^. We performed principal component analysis upon the resulting summary matrices with the *prcomp* function in base R and plotted principal components one through three using *ggplot2*.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source data

## Data Availability

The raw sequencing data generated in this study have been deposited in the CSIRO Data Access Portal (https://data.csiro.au/) in collections 54007 (mouse data; https://data.csiro.au/collection/csiro:54007), 51669 (yeast; https://data.csiro.au/collection/csiro:51669) and 59757 (eastern water dragon; https://data.csiro.au/collection/csiro:59757). Both the raw sequencing data and processed data (.wig) files have been deposited in the Gene Expression Omnibus database under accession numbers GSE256156 (yeast FAIRE and MNase; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256156), GSE256160 (yeast RNA-Seq; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256160), GSE261169 (mouse FAIRE and MNase; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261169), GSE256158 (mouse RNA-Seq; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256158), and GSE256157 (water dragon; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256157). Source data are provided with this paper as a Source Data file.

## References

[1] Faulk, C. & Dolinoy, D. C. Timing is everything: the when and how of environmentally induced changes in the epigenome of animals. *Epigenetics***6**, 791–797 (2011).21636976 10.4161/epi.6.7.16209PMC3230539

[2] Lämke, J. & Bäurle, I. Epigenetic and chromatin-based mechanisms in environmental stress adaptation and stress memory in plants. *Genome Biol.***18**, 124 (2017).28655328 10.1186/s13059-017-1263-6PMC5488299

[3] Ho, L. & Crabtree, G. R. Chromatin remodelling during development. *Nature***463**, 474–484 (2010).20110991 10.1038/nature08911PMC3060774

[4] Liu, B., Yip, R. K. H. & Zhou, Z. Chromatin remodeling, DNA damage repair and aging. *Curr. Genomics***13**, 533–547 (2012).23633913 10.2174/138920212803251373PMC3468886

[5] Kreuz, S. & Fischle, W. Oxidative stress signaling to chromatin in health and disease. *Epigenomics***8**, 843–862 (2016).27319358 10.2217/epi-2016-0002PMC5619053

[6] Orlando, L. & Willerslev, E. Evolution. An epigenetic window into the past? *Science***345**, 511–512 (2014).25082684 10.1126/science.1256515

[7] Pedersen, J. S. et al. Genome-wide nucleosome map and cytosine methylation levels of an ancient human genome. *Genome Res.***24**, 454–466 (2014).24299735 10.1101/gr.163592.113PMC3941110

[8] Orlando, L., Gilbert, M. T. P. & Willerslev, E. Reconstructing ancient genomes and epigenomes. *Nat. Rev. Genet.***16**, 395–408 (2015).26055157 10.1038/nrg3935

[9] Klemm, S. L., Shipony, Z. & Greenleaf, W. J. Chromatin accessibility and the regulatory epigenome. *Nat. Rev. Genet.***20**, 207–220 (2019).30675018 10.1038/s41576-018-0089-8

[10] Hahn, E. E., Grealy, A., Alexander, M. & Holleley, C. E. Museum epigenomics: charting the future by unlocking the past. *Trends Ecol. Evol.***35**, 295–300 (2020).31955919 10.1016/j.tree.2019.12.005

[11] Cui, K. & Zhao, K. Genome-wide approaches to determining nucleosome occupancy in metazoans using MNase-Seq. *Methods Mol. Biol.***833**, 413–419 (2012).22183607 10.1007/978-1-61779-477-3_24PMC3541821

[12] Schones, D. E. et al. Dynamic regulation of nucleosome positioning in the human genome. *Cell***132**, 887–898 (2008).18329373 10.1016/j.cell.2008.02.022PMC10894452

[13] Giresi, P. G., Kim, J., McDaniell, R. M., Iyer, V. R. & Lieb, J. D. FAIRE (Formaldehyde-Assisted Isolation of Regulatory Elements) isolates active regulatory elements from human chromatin. *Genome Res.***17**, 877–885 (2007).17179217 10.1101/gr.5533506PMC1891346

[14] Robertson, G. et al. Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. *Nat. Methods***4**, 651–657 (2007).17558387 10.1038/nmeth1068

[15] Lieberman-Aiden, E. et al. Comprehensive mapping of long-range interactions reveals folding principles of the human genome. *Science***326**, 289–293 (2009).19815776 10.1126/science.1181369PMC2858594

[16] Robbe, P. et al. Clinical whole-genome sequencing from routine formalin-fixed, paraffin-embedded specimens: pilot study for the 100,000 Genomes Project. *Genet. Med.***20**, 1196–1205 (2018).29388947 10.1038/gim.2017.241PMC6520241

[17] Mathieson, W. & Thomas, G. Using FFPE tissue in genomic analyses: advantages, disadvantages and the role of biospecimen science. *Curr. Pathobiol. Rep.***7**, 35–40 (2019).10.1007/s40139-019-00194-6

[18] Hahn, E. E. et al. Unlocking inaccessible historical genomes preserved in formalin. *Mol. Ecol. Resour.***22**, 2130–2147 (2022).34549888 10.1111/1755-0998.13505

[19] Hykin, S. M., Bi, K. & McGuire, J. A. Fixing formalin: a method to recover genomic-scale DNA sequence data from formalin-fixed museum specimens using high-throughput sequencing. *PLoS ONE***10**, e0141579 (2015).26505622 10.1371/journal.pone.0141579PMC4623518

[20] Ruane, S. & Austin, C. C. Phylogenomics using formalin-fixed and 100+ year-old intractable natural history specimens. *Mol. Ecol. Resour.***17**, 1003–1008 (2017).28118515 10.1111/1755-0998.12655

[21] Totoiu, C. A. et al. Vortex fluidics-mediated DNA rescue from formalin-fixed museum specimens. *PLoS ONE***15**, e0225807 (2020).31999723 10.1371/journal.pone.0225807PMC6992170

[22] Kehlmaier, C., Zinenko, O. & Fritz, U. The enigmatic Crimean green lizard (*Lacerta viridis magnifica*) is extinct but not valid: mitogenomics of a 120‐year‐old museum specimen reveals historical introduction. *J. Zool. Syst. Evol. Res.***33**, 255 (2019).

[23] Straube, N. et al. Successful application of ancient DNA extraction and library construction protocols to museum wet collection specimens. *Mol. Ecol. Resour*. **21**, 2299–2315 (2021).10.1111/1755-0998.1343334036732

[24] Hahn, E. E., Alexander, M., Stiller, J., Grewe, P. M. & Holleley, C. E. Hot alkaline lysis gDNA extraction from formalin-fixed archival tissues. *PLoS ONE***19**, e0296491 (2024).38165968 10.1371/journal.pone.0296491PMC10760679

[25] Simon, J. M., Giresi, P. G., Davis, I. J. & Lieb, J. D. Using formaldehyde-assisted isolation of regulatory elements (FAIRE) to isolate active regulatory DNA. *Nat. Protoc.***7**, 256–267 (2012).22262007 10.1038/nprot.2011.444PMC3784247

[26] Xi, Y., Yao, J., Chen, R., Li, W. & He, X. Nucleosome fragility reveals novel functional states of chromatin and poises genes for activation. *Genome Res.***21**, 718–724 (2011).21363969 10.1101/gr.117101.110PMC3083088

[27] Chen, K. et al. DANPOS: dynamic analysis of nucleosome position and occupancy by sequencing. *Genome Res.***23**, 341–351 (2013).23193179 10.1101/gr.142067.112PMC3561875

[28] Tsompana, M. & Buck, M. J. Chromatin accessibility: a window into the genome. *Epigenetics Chromatin***7**, 33 (2014).25473421 10.1186/1756-8935-7-33PMC4253006

[29] Chen, E. Y. et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics***14**, 128 (2013).23586463 10.1186/1471-2105-14-128PMC3637064

[30] Kuleshov, M. V. et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.***44**, W90–W97 (2016).27141961 10.1093/nar/gkw377PMC4987924

[31] Hoeijmakers, W. A. M. & Bártfai, R. Characterization of the nucleosome landscape by micrococcal nuclease-sequencing (MNase-seq). *Methods Mol. Biol.***1689**, 83–101 (2018).29027167 10.1007/978-1-4939-7380-4_8

[32] D’Amore, R. et al. A comprehensive benchmarking study of protocols and sequencing platforms for 16S rRNA community profiling. *BMC Genomics***17**, 55 (2016).26763898 10.1186/s12864-015-2194-9PMC4712552

[33] Capel, B. Vertebrate sex determination: evolutionary plasticity of a fundamental switch. *Nat. Rev. Genet.***18**, 675–689 (2017).28804140 10.1038/nrg.2017.60

[34] Krohmer, R. W. Reproductive physiology and behavior of a gynandromorph redsided garter snake, *Thamnophis sirtalis parietalis*, from Central Manitoba, Canada. *Copeia***1989**, 1064–1068 (1989).

[35] Mitchell, J. C. & Fouquette, M. J. Jr. A gynandromorphic whiptail lizard, *Cnemidophorus inornatus*, from Arizona. *Copeia***1978**, 156 (1978).10.2307/1443840

[36] Morris, K. R. et al. Gonadal and endocrine analysis of a gynandromorphic chicken. *Endocrinology***159**, 3492–3502 (2018).30124802 10.1210/en.2018-00553

[37] Zhao, D. et al. Somatic sex identity is cell autonomous in the chicken. *Nature***464**, 237–242 (2010).20220842 10.1038/nature08852PMC3925877

[38] Sanghi, A. et al. Chromatin accessibility associates with protein-RNA correlation in human cancer. *Nat. Commun.***12**, 5732 (2021).34593797 10.1038/s41467-021-25872-1PMC8484618

[39] Blake, L. E. et al. A comparison of gene expression and DNA methylation patterns across tissues and species. *Genome Res.***30**, 250–262 (2020).31953346 10.1101/gr.254904.119PMC7050529

[40] Oliva, M. et al. The impact of sex on gene expression across human tissues. *Science***369**, eaba3066 (2020).32913072 10.1126/science.aba3066PMC8136152

[41] Moskowitz, D. M. et al. Epigenomics of human CD8 T cell differentiation and aging. *Sci. Immunol.***2**, eaag0192 (2017).28439570 10.1126/sciimmunol.aag0192PMC5399889

[42] Márquez, E. J. et al. Sexual-dimorphism in human immune system aging. *Nat. Commun.***11**, 751 (2020).32029736 10.1038/s41467-020-14396-9PMC7005316

[43] Farragher, S. M., Tanney, A., Kennedy, R. D. & Paul Harkin, D. RNA expression analysis from formalin fixed paraffin embedded tissues. *Histochem. Cell Biol.***130**, 435–445 (2008).18679706 10.1007/s00418-008-0479-7

[44] Speer, K. A. et al. A comparative study of RNA yields from museum specimens, including an optimized protocol for extracting RNA from formalin-fixed specimens. *Front. Ecol. Evol.***10**, 953131 (2022).

[45] Prüfer, K. et al. The complete genome sequence of a Neanderthal from the Altai Mountains. *Nature***505**, 43–49 (2014).24352235 10.1038/nature12886PMC4031459

[46] Arrigoni, L. et al. Standardizing chromatin research: a simple and universal method for ChIP-seq. *Nucleic Acids Res.***44**, e67 (2016).26704968 10.1093/nar/gkv1495PMC4838356

[47] Andrews, S. FastQC: a quality control tool for high throughput sequence data http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (2010).

[48] Broad Institute. Picard Toolkit. GitHub https://broadinstitute.github.io/picard/ (2019).

[49] FulcrumGenomics. fgbio. GitHub https://github.com/fulcrumgenomics/fgbio (2020).

[50] Stephen, S. ngskit4b. GitHub https://github.com/kit4b (2019).

[51] Ramírez, F. et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.***44**, W160–W165 (2016).27079975 10.1093/nar/gkw257PMC4987876

[52] Yu, G., Wang, L.-G. & He, Q.-Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics***31**, 2382–2383 (2015).25765347 10.1093/bioinformatics/btv145

[53] Wang, Q. et al. Exploring epigenomic datasets by ChIPseeker. *Curr. Protoc.***2**, e585 (2022).36286622 10.1002/cpz1.585

[54] Lawrence, M. et al. Software for computing and annotating genomic ranges. *PLoS Comput. Biol.***9**, e1003118 (2013).23950696 10.1371/journal.pcbi.1003118PMC3738458

[55] Trapnell, C. et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.***7**, 562–578 (2012).22383036 10.1038/nprot.2012.016PMC3334321

[56] Hart, T., Komori, H. K., LaMere, S., Podshivalova, K. & Salomon, D. R. Finding the active genes in deep RNA-seq gene expression studies. *BMC Genomics***14**, 778 (2013).24215113 10.1186/1471-2164-14-778PMC3870982

[57] Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics***26**, 139–140 (2010).19910308 10.1093/bioinformatics/btp616PMC2796818

[58] Grabherr, M. G. et al. Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nat. Biotechnol.***29**, 644–652 (2011).21572440 10.1038/nbt.1883PMC3571712

[59] Jain, A. & Tuteja, G. TissueEnrich: tissue-specific gene enrichment analysis. *Bioinformatics***35**, 1966–1967 (2019).30346488 10.1093/bioinformatics/bty890PMC6546155

# Supplementary material for: Century-old chromatin architecture revealed in formalin-fixed vertebrates
**Source:** Nat Commun. 2024 Jul 29;15:6378. doi: 10.1038/s41467-024-50668-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Century-old chromatin architecture revealed in formalin-fixed vertebrates

**Description of Additional Supplementary Files**

**Supplementary Data 1:** List of all reagent sources.

How the deposited data were processed for this re-analysis (not part of the article)

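The samples were livers of 3 laboratory mice (C57BL/6, all male) and 3 wild mice (1 male and 2 females), measured once each by RNA-Seq. The authors aligned the reads with kalign, calculated FPKM with the Tuxedo pipeline, transformed the FPKM with the R package zFPKM and deposited both values per gene. The deposited FPKM are normalized for gene length and library size, and the deposited zFPKM is a score that the authors made from log2 FPKM with a mode and an SD of its own for each mouse. For every mouse the deposited zFPKM was a linear function of log2 FPKM. No counts were used here, so the count-based edgeR test named in the paper's methods was not repeated. Cufflinks' bounds on FPKM are given for 5 of the mice and were used only to find genes with about 1 read.

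Gene names listed once for every mouse were used, and 13 names with a failed estimate were left out, none of which could be found from laboratory mouse 1, where failures are not marked. Genes with zFPKM above -3 in at least 3 of the 6 mice were tested, with lower values set to -3. Laboratory and wild mice were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, Benjamini-Hochberg adjustment, adjusted p under 0.05). Single genes that the paper names were also compared by a two-sided exact permutation test, in which 3 mice against 3 cannot give p under 0.1. Each list of genes with at least 5 tested members was tested with limma's camera at a preset correlation of 0.01. The 12 lists cover liver genes, genes of other tissues, genes of male-biased and female-biased expression in liver, circadian, interferon response, lymphocyte, acute phase, lipogenesis, fasting, cholesterol synthesis and erythrocyte genes. Further lists held Xist and Y-linked genes, used to check the sex of the mice, and genes of the acinar pancreas, of which 2 of 13 passed the filter, too few to test. Expression classes, spread, correlations and principal components were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For the spread, the medians were corrected for the number of mice when a mouse was left out.

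The genes named in the text were chosen by a rule: the genes that the paper names for mouse, the highest and lowest member of a reported list by mean zFPKM, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap between the groups. Transcript lengths and GC content came from the longest GENCODE transcript of each gene name on GRCm38, and 16657 of the 18628 tested genes (89.4%) had one. The files count starts from 0, so 1 was added to each start, and the positions then match the RefSeq annotation of GRCm38.p6 for the positions printed.

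The procedures were tested on simulated data. With 200 of 18628 genes shifted by 2 in zFPKM, 78.0% of the shifted genes were called and 3.70% of the 162 calls were false. A simulated trend of -0.501 with transcript length over 16657 genes gave 3869 calls, and none after its removal. The simulated mice had no differences in overall level. A simulated ratio of spreads of 1.5 over 18628 genes was recovered as 1.50.

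The absolute depth of the libraries is unknown, so no floor is given for an expression value. Cufflinks' bounds were not used as counting intervals. The precision rests on the 3 mice per group, and the limma fit with trend took the variance largely from genes of similar expression. The alternatives were other floors (-5 and -20), other filters on low values, quantile normalization, a median of 0 in each mouse, log2(FPKM + 1) and log2(FPKM + 0.1), repeated gene names, limma without the trend, sex as a covariate, the replicate number as a block, each mouse left out in turn, other thresholds for the expression classes, and fry or an estimated correlation for the lists. Chromatin assays were not analysed here.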

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

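In 5 of the 12 lists of genes tested, which hold genes that the paper does not discuss, expression differed between laboratory and wild mice (limma's camera with a preset correlation of 0.01, Benjamini-Hochberg adjustment over the 12 lists). The tests of sex and of blood below were chosen after their results were seen, and those of transcript length and of other splits after the differences were seen but before their own results. None of the 5 had an adjusted p under 0.05 with fry (smallest 0.103, with 5 lists at an unadjusted p under 0.05) or with an estimated correlation (smallest 0.540, with 0 lists at an unadjusted p under 0.05), so the calls rest on the preset correlation. Of the 10 splits of the 6 mice into 3 and 3, 5 gave as many lists, the real one included, and 10 splits cannot give a share under 0.1.

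The 14 female-biased liver genes were lower in laboratory mice by 2.92 in mean zFPKM (difference -2.92, adjusted p = 1.29e-10, between 9.63e-45 and 0.540 over the alternatives), with all 3 laboratory mice below all 3 wild mice. Of the 14 genes, 13 passed over all tested genes and 14 when adjusted over the list alone. Cyp2a4, the highest of them, had an FPKM of 2.37, 4.94 and 3.03 in the laboratory mice and 36.3, 613 and 546 in the wild mice, and Cyp2b13, the lowest, is listed at 0 in every laboratory mouse. The 11 male-biased liver genes were higher in laboratory mice by 1.38 (adjusted p = 6.22e-05, between 5.42e-12 and 0.759 over the alternatives), again without overlap, with 9 genes passing over all tested genes and 10 adjusted over the list alone. Cyp2d9, the highest, had an FPKM of 706, 789 and 528 in laboratory mice, 655 in the wild male and 43.6 and 44.3 in the wild females, and Cyp4a12b, the lowest, 71.5, 59.4 and 30.3 in laboratory mice, 49.7 in the wild male, 0.0865 in wild mouse 2 and a listing at 0 in wild mouse 3. With each mouse's trend with transcript length removed, the differences were -2.92 and 1.39, so transcript length does not account for them. The only wild male had a mean of -0.564 for the female-biased genes, above the laboratory males, which lay between -2.10 and -1.65, and a mean of 1.25 for the male-biased genes, below the laboratory males, which lay between 1.44 and 1.79. With sex as a covariate, which sets this 1 wild male against the laboratory males, the female-biased difference was -1.25 and the male-biased one 0.413. The wild females had means of 2.04 and 1.83 for the female-biased genes and of -0.0502 and -0.354 for the male-biased genes. In both lists the wild male lay nearer to the laboratory males than to the wild females. He is the only wild male, so how much of either difference goes with sex and how much with origin cannot be told. Origin, as a biological difference, stays open and untested.

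The 12 cholesterol synthesis genes were lower in laboratory mice (difference -0.474, adjusted p = 4.21e-04, between 5.32e-06 and 0.540 over the alternatives), and so were 9 genes of the fasting response (difference -0.453, adjusted p = 0.0203, between 0.00490 and 0.540), with no overlap of the groups in either list. Of the cholesterol synthesis genes, 4 passed over all tested genes and 10 adjusted over the list alone, and of the fasting genes 2 and 6. Fdps, the highest of the cholesterol synthesis genes, had an FPKM of 81.1, 99.7 and 212 in laboratory mice and 214, 365 and 228 in wild mice, and Lss, the lowest, 2.40, 3.26 and 6.08 against 17.8, 36.2 and 27.6. Pck1, the highest of the fasting genes, had an FPKM of 307, 435 and 382 in laboratory mice and 451, 1936 and 1199 in wild mice, and Ppargc1a, the lowest, 0.408, 0.444 and 0.689 against 1.36, 3.26 and 2.75. With the trend with transcript length removed the differences were -0.452 and -0.440, which argues against transcript length. The fasting list lost its call on log2(FPKM + 0.1), an alternative chosen after seeing the data (adjusted p = 0.0639), and without laboratory mouse 2 (adjusted p = 0.0564). The wild male had a mean of 1.08 for cholesterol synthesis and 1.13 for fasting, above all 3 laboratory males, and with 1 wild male the sex of the mice cannot be told apart from their origin here. Origin, diet and time since feeding stay open and were not tested.

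The 7 erythrocyte genes were higher in laboratory mice (difference 0.871, adjusted p = 4.07e-04, between 1.72e-04 and 0.540 over the alternatives), in every laboratory mouse against every wild mouse, with 6 genes passing over all tested genes and 7 adjusted over the list alone. Hba-a1, the highest, had an FPKM of 1079, 1854 and 548 in the laboratory mice and 315, 608 and 489 in the wild mice, so single genes overlapped. With the trend with transcript length removed the difference was 0.818. The wild male had a mean of 0.194, below the laboratory males, and with 1 wild male sex cannot be told apart from origin. Of the 7 genes, 5 had a mean zFPKM above 0 in these livers and none is on another list. A candidate explanation is a different amount of blood left in the livers. Blood would also bring lymphocyte transcripts, and the list of 9 lymphocyte genes was higher in laboratory mice by 0.565 with an adjusted p = 0.0501, short of the threshold. Of these 9 genes, 2 passed over all tested genes and 3 adjusted over the list alone. The groups overlapped in the mean of this list, with laboratory mouse 3 at -1.23 below wild mice 2 and 3 at -1.17 and -1.02. Wild mouse 1 was the lowest at -1.95, and without it the difference was 0.280. The lymphocyte list was higher in laboratory mice in every alternative. Its adjusted p was under 0.05 with sex as a covariate (0.0149, resting on 1 wild male), with the replicate number as a block (0.0221), without laboratory replicate 2 (0.0468) and without wild replicate 3 (0.00920). Among the alternatives chosen after seeing the data, it was under 0.05 with the trend with transcript length removed (0.0307), among genes with a known transcript (0.0321) and on log2(FPKM + 0.1) (0.00969). It was above 0.05 in the others, with a highest value of 0.747. Lymphocytes that reside in liver express the same genes, which keeps this open.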

How the results depend on the processing

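The alternatives named in the last paragraph of the data processing were set before the data were examined, with exceptions. For the lists of genes, quantile normalization and log2(FPKM + 0.1) were added after seeing the data. For the principal components, log2(FPKM + 0.1) was added after seeing the data. Other alternatives described as chosen after seeing the data were also added later. Of the 10 genes with the largest rises and falls, 188 of 207 values under an alternative kept their direction and their side of the threshold, 19 kept their direction and lost the threshold, and none reversed. Of the 5 lists, 67 of 80 values kept both and 13 lost the threshold, 5 with fry, 5 with an estimated correlation, and 1 each with sex as a covariate, on log2(FPKM + 0.1) and without laboratory replicate 2. The comparison of males only leaves 1 wild mouse, so it gave no test and no count of genes. Both females are wild, so the fit with sex as a covariate has the same difference as the comparison of males, and its counts and adjusted p also rest on 1 wild mouse.

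The number of genes with an adjusted p under 0.05 between laboratory and wild mice depended on the processing. It was 2692 as reported, and fell to 1196 with a floor of -20, to 795 without the trend of the variance and to 23 without a filter on low values, where the cause was not tested. Among genes with a mean zFPKM above 0, where fewer genes were tested, it was 1621. It rose to 7288 with quantile normalization (2538 of them shared with the 2692), to 5278 with the median of each mouse set to 0, to 8252 on log2(FPKM + 1) and to 8598 on log2(FPKM + 0.1) (2377 shared). Removing a trend also takes out differences in overall level between mice. With these corrections, chosen after seeing the data, the number was 5010 with each mouse's trend with transcript length removed and 4899 with the trend with GC content removed. The causes of these rises were not tested. The share of genes higher in laboratory mice was 49.6% as reported, and 16.8% on log2(FPKM + 1) and 17.7% on log2(FPKM + 0.1). With sex as a covariate, where the wild group is represented by 1 male, 1373 genes passed, 81.8% of them higher in laboratory mice, and 1053 were among the 2692, which does not test the effect of sex. Leaving out each mouse in turn gave from 1421 genes (without wild replicate 3) to 2557 (without laboratory replicate 3), with fewer mice in each fit. The share higher in laboratory mice moved between 37.5% without wild replicate 1 and 64.2% without laboratory replicate 3.

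The replicate number as a block lowered the number of genes to 1659, lowered the zFPKM difference of Rpp21 on chromosome 17 to 0.842 (adjusted p = 0.0963, between 0.000542 and 0.0963 over its alternatives) and gave 6 lists in place of 5. It changed no call of the 10 genes with the largest rises and falls or of the 5 lists. Deviations of same-numbered mice from their group means correlated across genes at -0.0345, 0.0892 and 0.00470, so the mice share only a number and no pairing was assumed.

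The difference of Rpp21 on chromosome 17 had the same sign under every alternative run. Without the trend of the variance it stayed at 0.921 with an adjusted p of 0.0866, and with the highest copy in each mouse, chosen after seeing the data, it was 0.542 with an adjusted p of 0.0513. With a mouse left out it lay between 0.795 and 1.05. At the alternate copy of Rpp21 the difference was -0.18 on log2(FPKM + 1) and -0.22 on log2(FPKM + 0.1), reversed against 0.167, and 0.238 with quantile normalization, where its adjusted p of 0.0388 passed (0.0388 to 0.952 over the alternatives). The causes were not tested. Quantile normalization reversed the difference of Apoc1 to -0.180. It gives every mouse the same distribution, so it removes differences at the top ranks by construction. The other alternatives kept the sign for Apoc1, with 0.509 to 0.773 when a mouse was left out.

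The number of lists that differed was 0 with fry and with an estimated correlation, and 5 or 6 in the other alternatives, those with a mouse left out included. The ratio of wild to laboratory spread fell from 0.911 to 0.428 without wild replicate 1 and rose to 2.76 without laboratory replicate 3, and it passed 1 with the median of each mouse set to 0 (1.15) and on log2(FPKM + 1) (1.01). The cause of the last 2 was not tested.

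High genes numbered 985 in laboratory and 1026 in wild mice with thresholds of 1.5 and -1.5, and 190.0 and 149 with thresholds of 2.5 and -2.5. Low genes numbered 4111 and 5112 with the first and 1125 and 1678 with the second, by construction. Values below -20 kept in the low class, which adds the genes listed at 0, gave 30841 and 31474 low genes. The share of low genes common to all 3 mice was then 85.7% in laboratory and 86.3% in wild mice, and with thresholds of 1.5 and -1.5 it was 14.6% and 19.3%. With a mouse left out the low genes of laboratory mice lay between 1246.5 (without laboratory replicate 3) and 2962. The mean correlation of a laboratory with a wild mouse was 0.854, and 0.725 with a floor of -5, 0.271 with a floor of -20, 0.938 without a filter, 0.789 among genes with a mean above 0, 0.903 on log2(FPKM + 1) and 0.898 on log2(FPKM + 0.1). The causes were not tested. The first principal component held 43.8% of the variance, and 35.8% with a floor of -20, 57.9% among genes with a mean above 0, 59.4% with quantile normalization, 56.4% with the median of each mouse set to 0 and 44.9% to 54.4% with a mouse left out. Chosen after seeing the data, it held 72.1% on log2(FPKM + 0.1), 57.1% with the trend with transcript length removed and 56.8% with the trend with GC content removed. Of the settings run on all 6 mice, only unit variance per gene gave a first component that did not part laboratory from wild mice. In that setting the second component parted them.

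The files give no counts, so the depth limits no single value in a way that can be stated. Laboratory mouse 1 had the smallest number of gene entries with an FPKM above 0, at 18989.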

Differences from the paper's values

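For Rpp21 in laboratory against wild mice, the paper's log2 fold change is 9.611 (Fig. 3D), and the difference in mean log2 FPKM at the chromosome 17 copy was 2.18. The paper's fold changes come from an edgeR pipeline, and the copy of Rpp21 is not named. The values here are from FPKM at a single copy without laboratory mouse 1, so the measures are unlike. None of the alternatives set before the data were examined closed the gap, and none repeats the paper's measure. On log2 FPKM the value was 1.94 in males only and 2.06 to 2.30 with a mouse left out, and on log2(FPKM + 1) it was 1.84. On log2(FPKM + 0.1) it was 2.14, and on that scale 1.91 with sex as a covariate, 2.25 with the replicate number as a block, 2.76 with the median of each mouse set to 0 and 2.91 with quantile normalization. With the highest copy in each mouse, chosen after seeing the data, the value was 0.81. On log2 of the deposited FPKM, the largest value that any pair of a laboratory and a wild mouse gives at this copy is 2.53. The difference of mean FPKM at this copy, which is not on the log2 scale and was looked at after seeing the values, was 9.59, and whether its closeness to the paper's value has a cause was not tested. The direction is that of the paper.

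For Apoc1 the paper's FPKM of 38660 (Fig. 3B) is the value of laboratory mouse 1 alone (38660.5) without its decimal, and the mean of the 3 laboratory mice was 43686.

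The paper describes the wild mice as transcriptionally more diverse than the laboratory mice. In liver RNA-Seq, where part of the spread in zFPKM was a shift of whole mice, the ratio of wild to laboratory spread was 0.911. It was above 1 with the median of each mouse set to 0 (1.15), on log2(FPKM + 1) (1.01), without laboratory replicate 3 (2.76), without wild replicate 2 (1.03) and without wild replicate 3 (1.30), and below 1 in the other alternatives.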

Other observations

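Some tests of explanations in this part were chosen before their own results were seen, though not all of them before the pattern. These were the tests of other splits, transcript length, GC content, depth, laboratory mouse 3 and the second principal component. The other tests of explanations were chosen after. The tests of the lists of genes at the end of this part were set before the data were examined, unless described otherwise.

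The number of genes that differ between laboratory and wild mice, 2692, was reached by 1 of the 10 splits of the 6 mice into 3 and 3, the real one, and the other splits gave 0 to 14 genes. With 10 splits the share cannot fall under 0.1. zFPKM rose with GC content more steeply in the laboratory mice (slopes of 1.34 to 1.72) than in the wild mice (0.276 to 0.450). It fell with log2 transcript length by -0.0686 to -0.0608 in laboratory mice and by -0.0421 to -0.00230 in wild mice. With each mouse's trend removed, 85.4% of the 2374 genes with a known transcript that had passed still did for length and 84.2% for GC content. The removal also took out differences in overall level between mice, and 5010 and 4899 genes then passed in all. Most of the genes thus still differed, but the shares do not isolate length or GC content as a cause. The wild libraries were deeper, and 21.8% of the genes with a mean zFPKM above 0 passed against 10.1% of the others. The genes with a mean above 0 also varied less. Their median SD was 0.213 in laboratory and 0.160 in wild mice, against 0.296 and 0.269 over all tested genes. They could pass more often whether or not depth acts, so the shares do not decide on depth. Of the 2692 genes, 1514 had a mean above 0, which argues against depth acting on weakly expressed genes as the whole cause. Reads of wild mice lost to sequence differences from the reference would lower the wild values. Beyond the shift of the median gene, 926 genes were higher in the wild mice by more than 2 on the log2 scale, without overlap, which argues against lost reads as the cause of these. Another 677 genes were higher in the laboratory mice by as much, the direction lost reads would give, and for them lost reads stay open. Reads of wild mice placed on other copies of a gene were not tested. Sex stays open. Of the 2692 genes, 99.1% kept their direction when the wild male was compared with the 3 laboratory males, but that mouse took part in choosing them, and with 1 wild male sex cannot be told apart from origin. Origin, age and housing stay open as biological differences, untested. The laboratory mice were also prepared at another time than the wild mice (4.8 against 2.3 years before the fixed tissue was sampled). Time of preparation, storage and RNA quality therefore cannot be told apart from origin, and were not tested.

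On log2(FPKM + 0.1) most of the genes that passed were lower in laboratory mice. The 10 most abundant genes with an estimate took 41.0% to 49.5% of the summed FPKM in laboratory mice and 21.4% to 22.4% in wild mice. The median difference of log2(FPKM + 0.1) was -0.47, and the remaining share of the FPKM alone would shift a gene by -0.49. This is consistent with a few abundant genes taking a larger share in the laboratory mice and lowering the FPKM of the rest. Some of the most abundant transcripts have no estimate, so the shares are incomplete. One of these is the mitochondrial COX2, chosen here after its values were seen, with an FPKM of 97117 and 74757 in laboratory mice 1 and 2, no estimate in laboratory mouse 3, and 14093 to 16353 in the wild mice.

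The ratio of wild to laboratory spread, 0.911, was as far from 1 or farther in 7 of the 10 splits. Without laboratory mouse 3 it was 2.76, so the smaller spread of the wild mice may come from that mouse. On log2(FPKM + 0.1) the ratio was 0.924 and on log2(FPKM + 1) it was 1.01, so an effect of the z-transformation on the ratio cannot be told apart from the choice of pseudocount. No biological explanation was tested.

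The number of low genes differed between mice by 4.57 times. With one mode of 1.50 and one SD of 2.89 for all 6 mice, an alternative chosen after seeing the data, the largest number was 1.20 times the smallest, with 2421 to 2894 low genes per mouse. The differences in the number of low genes may therefore stem from the mode and SD fitted to each mouse. The second principal component, which parts laboratory mouse 3 and wild mouse 1 from the others, did not part them after quantile normalization, where it held 12.9% of the variance. It still parted them with the median of each mouse set to 0 (13.8%), with a floor of -5 (22.7%) and without a filter on low values (28.9%). The same held among genes with a mean zFPKM above 0 (29.5%). It also parted them with the trend with GC content (14.9%) or transcript length (14.7%) removed, both chosen after seeing the data. It did not with a floor of -20 (19.1%) or on log2(FPKM + 0.1), chosen after seeing the data (11.4%). With unit variance per gene the first component (46.6%) parted them. The fitted scale is a candidate explanation for the second component too, but these settings go both ways. The paper reports for the chromatin profiles of these mice that the first component follows sex, whereas in liver RNA-Seq it parted laboratory from wild mice.

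The difference of Rpp21 at the chromosome 17 copy, 2.18 in mean log2 FPKM, was 0.48 when the FPKM of the 4 copies was summed, in 2 laboratory mice against 3 wild mice. Reads shared between the copies could explain part of the difference. The summed FPKM counts shared reads in a way the files do not show, so sharing of reads and a difference in expression cannot be told apart.

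Clock genes differed among the wild mice. All 8 genes that peak with Dbp were higher in wild mouse 3 than in wild mice 1 and 2, and 4 of the 5 genes that peak with Arntl were lower, 12 of 13 in all. Among all tested genes 42.8% were higher and 22.0% lower in wild mouse 3. Between laboratory and wild mice, looked at after seeing the values, all 5 genes that peak with Arntl had a lower FPKM in every laboratory mouse than in every wild mouse, as did 43.7% of all tested genes. In zFPKM 2 of these 5 did, Arntl and Npas2, against 14.1% of all tested genes. Of the 8 genes that peak with Dbp, none was higher in every laboratory mouse on either scale. For wild mouse 3 a different time of day of collection is a candidate explanation. It concerns 1 mouse and genes chosen after their values were seen, and the time of collection is not in the labels, so it cannot be told apart from other differences of this mouse. Among these is its trapping site, Yass, while wild mice 1 and 2 came from Murrumbateman.

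Besides the lymphocyte list, which also fell short, the other lists of genes gave no difference in their mean past the threshold between laboratory and wild mice (limma's camera). The differences in mean zFPKM were -0.209 for 10 acute phase genes (adjusted p = 0.882), -0.0272 for 13 circadian genes (0.760), 0.0351 for 13 interferon response genes (0.882), 0.0615 for 10 lipogenesis genes (0.882), 0.0190 for 26 liver genes (0.967) and 0.390 for 6 genes of other tissues (0.186). A mean over genes that move both ways can hide differences of single genes. Of the acute phase genes 4 were higher and 6 lower in laboratory mice, and of the liver genes 13 were higher and 13 lower. Over all tested genes, 7 acute phase, 2 circadian, 1 interferon response, 3 lipogenesis, 18 liver and 0 other-tissue genes passed, and adjusted over each list alone 7, 2, 1, 3, 19 and 0. Without laboratory replicate 1 the list of other tissues was higher in laboratory mice by 0.538, with an adjusted p of 0.0369. Without laboratory replicate 2 it was higher by 0.180. Some differences changed sign with a mouse left out. Without laboratory replicate 3 they were 0.126 for acute phase and -0.0568 for lipogenesis genes. The circadian difference was 0.140 without wild replicate 3, and the interferon response difference -0.101 without laboratory replicate 1. The liver list was lower in laboratory mice by -0.314 with quantile normalization, chosen after seeing the data, where its adjusted p was 0.00125.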
